# PIAS1 Regulates Breast Tumorigenesis through Selective Epigenetic Gene Silencing

**DOI:** 10.1371/journal.pone.0089464

**Published:** 2014-02-24

**Authors:** Bin Liu, Samuel Tahk, Kathleen M. Yee, Randy Yang, Yonghui Yang, Ryan Mackie, Cary Hsu, Vasili Chernishof, Neil O'Brien, Yusheng Jin, Guoping Fan, Timothy F. Lane, Jianyu Rao, Dennis Slamon, Ke Shuai

## Abstract

Epigenetic gene silencing by histone modifications and DNA methylation is essential for cancer development. The molecular mechanism that promotes selective epigenetic changes during tumorigenesis is not understood. We report here that the PIAS1 SUMO ligase is involved in the progression of breast tumorigenesis. Elevated PIAS1 expression was observed in breast tumor samples. PIAS1 knockdown in breast cancer cells reduced the subpopulation of tumor-initiating cells, and inhibited breast tumor growth *in vivo*. PIAS1 acts by delineating histone modifications and DNA methylation to silence the expression of a subset of clinically relevant genes, including breast cancer DNA methylation signature genes such as cyclin D2 and estrogen receptor, and breast tumor suppressor WNT5A. Our studies identify a novel epigenetic mechanism that regulates breast tumorigenesis through selective gene silencing.

## Introduction

Both genetic and epigenetic alterations contribute to cancer development [1]–[3]. Tumor suppressors and epigenetic gatekeeper genes are frequently silenced by epigenetic mechanisms during tumor initiation and progression [3]–[5]. Extensive studies have been performed in the identification and characterization of altered DNA methylation in breast cancer development and progression. More than 100 genes have been reported to be aberrantly hypermethylated in breast tumors or breast cancer cell lines [1], [6]. Many of these genes play important roles in the regulation of cell cycle, apoptosis, angiogenesis, metastasis and tumor initiation. It has been proposed that breast cancer-specific DNA methylation signatures can extend our ability to classify breast cancer and predict outcome beyond what is currently possible [6]. Epigenetic therapy holds a promising potential for the successful treatment of cancer since epigenetic changes are reversible as opposed to mutations [7]. The approval of DNA methylation and histone deacetylase (HDAC) inhibitors for cancer treatment offers new promise for epigenetic therapy. However, these drugs are rather nonspecific, and the development of more effective strategies for epigenetic therapy requires a thorough understanding of the molecular specificity involved in epigenetic gene silencing.

Most tumors are composed of a mixture of cancer cells, and the heterogeneity of tumors is the major obstacle to effective cancer therapy. It has been demonstrated that a sub-population of cancer cells, referred to as tumor-initiating cells (TICs) or cancer stem cells, is tumorigenic when transplanted into immunosuppressed nonobese diabetic/severe combined immunodeficiency (NOD/SCID) mice [8]. TICs display some key properties of stem cells including self-renewal and multilineage differentiation [9]. In addition, TICs are found to be resistant to radiation and conventional chemotherapies [10]–[13]. Therefore, TICs may largely contribute to tumor cellular heterogeneity, tumor progression and tumor recurrence [14]–[17].

PIAS1 is a member of the PIAS (protein inhibitor of activated STAT) transcriptional regulator family that possesses SUMO (small ubiquitin-like modifier) E3 ligase activity [18]. Biochemical and genetic studies indicate that PIAS1 is a physiologically important transcriptional repressor of STAT1 and NF-kappaB [19]–[21]. PIAS1 is rapidly activated by phosphorylation on Ser90 residue in response to a variety of stimuli, including pro-inflammatory signals, TCR activation and growth factors. Activated PIAS1 is then recruited to gene promoters to repress transcription [22], [23]. Recent studies indicate that PIAS1 mediates a novel epigenetic regulatory mechanism to control natural regulatory T cell (Treg) differentiation. PIAS1 binds to the *Foxp3* promoter to maintain a repressive chromatin state through the recruitment of DNA methyltransferases (DNMTs) and HP1-gamma [24]. These findings indicate that this newly identified PIAS1 epigenetic mechanism plays an important role in T cell differentiation.

In this paper, we report that PIAS1 is important for breast tumorigenesis. Elevated PIAS1 expression was observed in breast cancer patient samples. PIAS1 knockdown in breast cancer cells inhibited tumor growth *in vivo*. Most interestingly, mechanistic studies indicate that PIAS1 suppresses a number of- genes clinically relevant to breast tumorigenesis through epigenetic mechanisms. These studies suggest that targeting the PIAS1 epigenetic signaling pathway may represent a novel therapeutic strategy for cancer treatment.

## Results

### Elevated PIAS1 expression in primary human breast cancer tissues

To test whether PIAS1 is involved in breast cancer progression, immunohistochemistry (IHC) tissue arrays were performed to examine the expression of PIAS1 protein in a panel of primary human breast tumor samples. PIAS1 is a nuclear protein, but it diffused to the cytoplasm under formalin fixation conditions (Figure S1 in File S1), a phenomenon observed with other nuclear proteins [25]. IHC analyses indicate that PIAS1 is significantly upregulated in primary breast cancer samples at early stages of breast ductal carcinoma *in situ* (DCIS) as well as invasive ductal carcinoma (IDC) (Fig. 1a).

**Figure 1:**
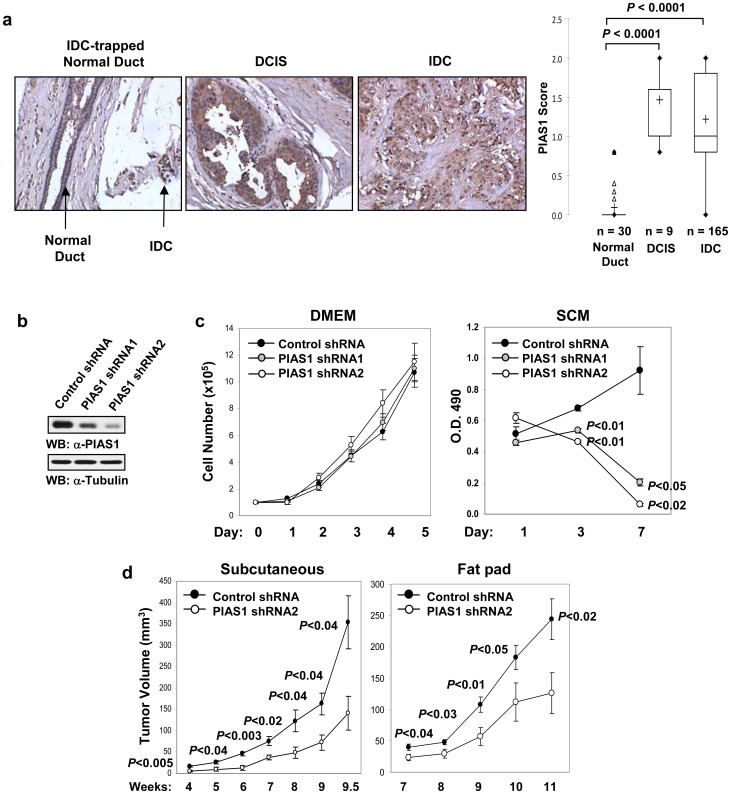
PIAS1 is important for tumorigenesis of breast cancer. (**a**) PIAS1 protein levels are increased in breast tumor samples as revealed by tissue microarray analysis. Left panel: Representative tissue microarray spot from morphologically normal duct, ductal carcinoma in situ (DCIS) and invasive ductal carcinoma (IDC). Right panel: a box and whisker plot of PIAS1 levels in various tissue samples. Total sample numbers (n) were indicated. *P* values are determined by non-parametric two-tailed Kruskal Wallis test with alpha level equals 0.05. “+”, the mean of each population; “Δ”, outliers. (**b**) Western blot analyses were performed with whole cell extracts from MDA-MB231 cells containing a control shRNA or two independent PIAS1 shRNAs (PIAS1 shRNA1 and 2). (**c**) The growth of MDA-MB231 control shRNA, PIAS1 shRNA1 and shRNA2 cells in DMEM supplemented with 10% FBS (left), or Stem Cell Media (SCM) (right) (mean ± SEM). Shown is a representative of 3 independent experiments. *P* values were determined by paired *t*-test. (**d**) *In vivo* tumorigenesis studies. MDA-MB231 cells containing a control shRNA or PIAS1 shRNA2 were injected into the female SCID-beige mice subcutaneously (left: 1×10^6^ cells/mouse; n = 4), or in fat pad (right: 2×10^5^ cells/mouse; n = 5). Shown is a representative of 3 independent experiments. Each data point represents mean ± SEM. *P* values were determined by non-paired *t*-test.

### PIAS1 is important for breast tumorigenesis

To directly test whether PIAS1 plays a functional role in breast tumorigenesis, RNA interference approach was used to knockdown the expression of PIAS1 protein in MDA-MB231 cells. Stable cell lines expressing a scramble short hairpin RNA (control shRNA) or two independent PIAS1 shRNAs (shRNA1 and shRNA2) were obtained. Western blot analysis showed that PIAS1 expression was significantly suppressed by both PIAS1 shRNAs, although a more efficient inhibition by PIAS1 shRNA2 was observed (Fig. 1b). PIAS1 knockdown did not affect the growth of MDA-MB231 cells under the conventional serum-containing conditions (DMEM) (Fig. 1c, left panel). In contrast, when these cells were cultured under serum-free growth factor-enriched conditions (Stem Cell Media; SCM), which favor normal stem cells and more closely resemble primary tumors than the DMEM condition [26], PIAS1 knockdown significantly inhibited the survival of MDA-MB231 cells (Fig. 1c, right panel). To directly test the effect of PIAS1 knockdown on tumor growth in vivo, xenograft experiments were performed in SCID mice. PIAS1 knockdown significantly inhibited the tumor formation of MDA-MB231 cells in both the subcutaneous and the fat pad models (Fig. 1d), suggesting an important role of PIAS1 in the regulation of breast tumorigenesis.

### PIAS1 regulates the self-renewal of breast tumor initiating cells (TICs)

The finding that PIAS1 knockdown affects breast cancer cell survival specifically under the conditions that favor stem cell growth suggests a possibility that PIAS1 may play a role in the regulation of breast cancer stem cells/tumor-initiating cells (TICs). Previous studies suggest that the ALDH^+^ subpopulation of breast cancer cells is highly enriched in breast TICs [27]. ALDEFLUOR assays revealed that PIAS1 knockdown almost completely eliminated the ALDH^+^ population (Fig. 2a), supporting the hypothesis that PIAS1 knockdown inhibits breast TICs. To further test whether PIAS1 regulates breast TICs, the control and PIAS1 knockdown MDA-MB231 cells were subjected to mammosphere assays [14], [28], [29]. PIAS1 knockdown significantly inhibited the formation of mammospheres (Fig. 2b), suggesting that PIAS1 regulates the self-renewal of breast TICs.

**Figure 2:**
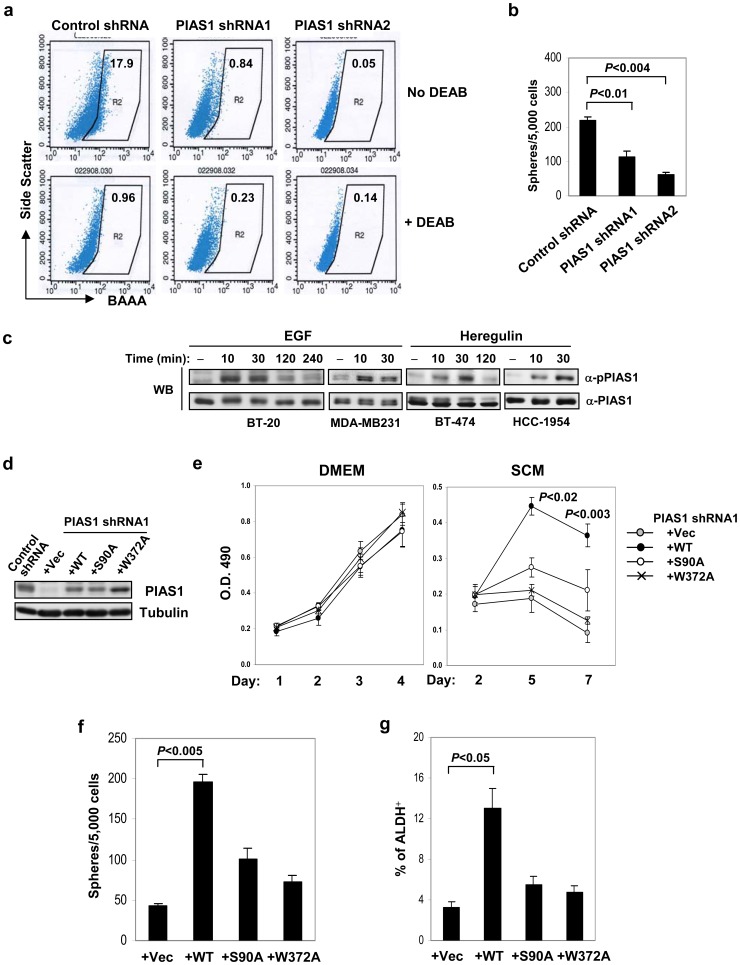
PIAS1 is important for the maintenance of the Tumor Initiating Cells (TICs) in MDA-MB231 cells. (**a**) Reduced ALDH^+^ population in PIAS1 knockdown cells using the ALDEFLUOR assay. Cells cultured in Stem Cell Media (SCM) for 25 days were incubated with ALDEFLUOR substrate (BAAA) with or without the specific inhibitor of ALDH, DEAB, to define the ALDH^+^ population (R2). The number indicates the percentage of the ALDH^+^ population. (**b**) Mammosphere assays. MDA-MB231 control shRNA and PIAS1 shRNA1 and shRNA2 cells were seeded in SCM on 35 mm petri dishes (5,000 cells/dish) and spheres were counted 7 days later. (**c**) PIAS1 is phosphorylated on Ser90 in response to EGF and Heregulin in breast cancer cells. Various breast cancer cells were starved for 16 h, then either untreated or treated with EGF (100 ng/ml) or Heregulin (15 ng/ml) for indicated time points. Western blot analyses were performed with whole cell extracts, using an antibody specific for Ser90-phosphorylated PIAS1 (anti-pPIAS1) or total PIAS1 (anti-PIAS1). (**d**) Reconstitution of MDA-MB231 PIAS1 shRNA1 cells with the lenti-viruses encoding the empty vector (Vec), wild type PIAS1 (WT), PIAS1 S90A mutant (S90A), or PIAS1 W372A mutant (W372A). Western blot was performed with whole cell extracts from these cells using anti-PIAS1 or anti-Tubulin. (**e**) The effect of WT or S90A and W372A PIAS1 mutants on cell proliferation and survival. MDA-MB231 cells as in **d** were seeded in DMEM supplemented with 10% FBS (left), or Stem Cell Media (SCM) (right) (mean ± SEM). Shown is a representative of 3 independent experiments. *P* values were determined by paired *t*-test. (**f**) Mammosphere assay. MDA-MB231 cells as in **d** were seeded in SCM at 5,000 cells/dish. Spheres were counted 7 days after plating. (**g**) ALDEFLUOR assay. MDA-MB231 cells as in **d** were cultured in SCM for 5 days, and the ALDH^+^ population was determined by the ALDEFLUOR assays. Shown in each panel is a representative of 3 independent experiments. Error bars represent SEM. *P* values were determined by paired *t*-test.

### PIAS1 Ser90 phosphorylation and SUMO ligase activity are required for PIAS1-mediated regulation of breast TICs

Previous studies indicate that PIAS1 is activated by Ser90 phosphorylation to bind to chromatin and repress transcription of target genes in response to pro-inflammatory stimuli [22], a process that is dependent on the SUMO ligase activity of PIAS1. We explored whether PIAS1 can also be activated by growth factor signals. Western blot analysis revealed that PIAS1 became phosphorylated on Ser90 in response to EGF or Heregulin in various breast cancer cell lines, including MDA-MB231, BT-20, BT-474 and HCC-1954 (Fig. 2c). To test the importance of PIAS1 Ser90 phosphorylation and PIAS1 SUMO ligase activity in the regulation of breast TICs, PIAS1 shRNA1 knockdown MDA-MB231 cells were rescued with either an empty vector (Vec), wild type PIAS1 (WT), PIAS1 Ser90 mutant (S90A), or PIAS1 SUMO ligase defective mutant (W372A) through an shRNA escape approach, in which silent mutations were introduced into PIAS1 expression constructs to escape the inhibitory effect of PIAS1 shRNA. Western blot analysis indicated that the expression of WT or mutant PIAS1 proteins in the rescued cell lines was comparable to that of the MDA-MB231 control cells (Fig. 2d).

Consistent with the previous results (Fig. 1c), the introduction of either WT or S90A and W372A PIAS1 mutants did not affect cell growth under the conventional DMEM conditions (Fig. 2e, left panel). In contrast, when these cells were cultured under SCM conditions, only WT, but not the vector (Vec) or W372A mutant PIAS1 reconstituted cells, rescued cells from cell death (Fig. 2e, right panel). PIAS1 S90A mutant showed minor increase in cell survival, although the increase is not statistically significant (Fig. 2e, right panel). In addition, mammosphere assays were performed to examine the ability of WT or PIAS1 mutants to support the self-renewal of TICs. The introduction of PIAS1 WT into PIAS1 knockdown cells promoted the formation of mammospheres (Fig. 2f). The introduction of PIAS1 S90 or W372 mutant resulted in minor increases in mammospheres, although the increases are not statistically significant (Fig. 2f). Consistently, ALDEFLUOR assays indicated that PIAS1 WT, but not S90 or W372 mutant, restored the population of ALDH^+^ TICs (Fig. 2g). Taken together, these studies suggest that the observed inhibition of TICs in PIAS1 knockdown cells is due to the reduction of PIAS1 expression, and that both PIAS1 Ser90 phosphorylation and SUMO ligase activity are required for the maintenance of the breast TICs.

### PIAS1 selectively represses a subset of genes clinically relevant to breast cancer

We explored the molecular mechanism of PIAS1-mediated regulation of breast TICs. Gene profiling studies were performed to identify PIAS1 downstream genes involved in tumorigenesis. 

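PIAS1 mRNA was lower in the PIAS1 shRNA2 cells than in the control shRNA cells in both media, which checks the labels of the arrays. On the brightest of its 3 probe sets, the PIAS1 signal was 1384 with control shRNA and 512 with PIAS1 shRNA2 in DMEM, or 37.0% of control. In SCM it was 1814 and 671, also 37.0% of control. On another probe set the PIAS1 signal was 23.8% of control in DMEM and 31.5% in SCM, and on the last the deposited signals gave 77.9% in SCM and 23.1% in DMEM, where the PIAS1 shRNA2 signal of 158 was in the range of background.

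MDA-MB231 is a human breast cancer cell line that lacks estrogen receptor protein. Cells with a control shRNA or PIAS1 shRNA2 were kept for 30 h in DMEM with 10% FBS or in SCM, a medium with EGF, bFGF and insulin in which tumor-initiating cells can be grown as mammospheres. Each of the 4 conditions was measured on 1 Affymetrix U133A 2.0 array, so no ratio between conditions has a replicate check and none is given a p-value. Each array reads 22277 probe sets, each a group of short probes for a transcript or for several related ones. The authors deposited MAS5 signals, which are array intensities on a linear scale. Without the lowest and highest 2% of the probe sets, the mean signal was 2499 on each array, which is how a single scaling factor per array leaves the values. The median signal was 569 for control shRNA and 591 for PIAS1 shRNA2 in DMEM, and 605 for both in SCM. The ratio of 3' to 5' signal of ACTB, a measure of RNA integrity, lay at 0.982 and 0.946 in DMEM and at 1.07 and 1.11 in SCM. The number of arrays limits the precision.

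Of the probe sets, 19070 are listed with exactly 1 gene, 1043 with several and 2164 are unnamed here. A gene was read from its probe set with the highest mean log2 signal, which gave 11963 genes. Low signals were treated as background by the probe sets of 53 genes of other tissues, such as lens and pancreas. The 75th percentile of their signals was highest in the control shRNA array in SCM, at 186, and signals under it were raised to it unless the deposited signals are named. A ratio with its dimmer signal under this floor is a lower bound, and where both signals are under it a ratio is given only by the deposited signals, named as such.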

Total RNAs from the control and PIAS1 knockdown MDA-MB231 cells cultured under DMEM or SCM conditions were subjected to microarray analysis. Since PIAS1 is a transcriptional repressor and PIAS1 knockdown inhibited self-renewal of breast TICs under SCM conditions, we focused on the genes that were preferentially upregulated in PIAS1 knockdown cells under SCM conditions (Table S1 in File S1). 

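In SCM, 201 genes were at least 2-fold higher and 135 at least 2-fold lower in PIAS1 shRNA2 cells than in control shRNA cells, and with no floor on low signals these counts were 1012 and 1021. SPANXB1, a cancer-testis gene, was at least 35.7-fold higher, with a signal of 6644 against 78.0, and MMP1, an interstitial collagenase, was at least 23.3-fold higher. AGR2, a protein disulfide isomerase of secretory epithelia, was 7.30-fold higher, the tetraspanin gene TSPAN8 was 5.15-fold higher, and the transcription factor gene NR2F1 was 4.50-fold higher. The chemokine gene CCL20 was 5.09-fold higher, PTGS2, which encodes the prostaglandin synthase COX-2, was 4.63-fold higher, and RNF128, a ubiquitin ligase gene, was at least 4.91-fold higher. Lower in SCM in PIAS1 shRNA2 cells were the MHC class II genes HLA-DQB1, with a log2 ratio of -2.01, HLA-DQA1 with -1.91 and HLA-DRB1 with -1.75 and HLA-DRB4 with -1.64, the cytidine deaminase gene APOBEC3F with -1.71, OSGIN1 with at most -1.68, the chemoattractant gene RARRES2 with -1.64, NMU, which encodes the neuropeptide neuromedin U, with -1.61, the mitochondrial carrier gene SLC25A22 with -1.59 and the transcription factor gene WT1 with -1.57. These genes were taken from those with no opposite ratio in DMEM. Among the genes left out, the mitotic kinesin gene KIF23 had at most -2.33 in SCM and 0.07 in DMEM, and the matrix protein gene CCN2 had -2.17 and 0.65. Some of the lower genes were dim in SCM. OSGIN1 read 596 with control shRNA and 106 with PIAS1 shRNA2, and APOBEC3F read 644 and 196. With the floor at the array median of 605, no difference is left for OSGIN1 and little for APOBEC3F. Both SCM signals of HLA-DQB1, HLA-DRB1, HLA-DRB4, RARRES2, SLC25A22 and WT1 were above 605.

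In DMEM, 135 genes were at least 2-fold higher and 76 at least 2-fold lower. With no floor these counts were 1248 and 850, after quantile normalization of the 4 arrays they were 131 and 115, and with each array scaled to a common median they were 124 and 106. SPANXB1 was 18.7-fold higher in DMEM as well, MMP1 was at least 1.94-fold higher, with a signal of 361 against 4.19, the cystatin gene CST1 was 4.89-fold higher, the annexin gene ANXA10 4.78-fold and the chemokine receptor gene CXCR4 4.45-fold. HLA-DRB4 had a log2 ratio of -1.88 in DMEM and the kinase gene MAPK3 had -1.69, and NOD1, a sensor of bacterial peptides, had at most -1.77, GUSBP11 at most -1.68 and FNDC4 at most -1.62.

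Ratios with a control signal under the floor are lower bounds, which left 145 of the 201 genes higher in SCM with ratios that can be ordered between the media. Of these, 132 had a larger ratio in SCM and 13 in DMEM, and 72 were larger in SCM by at least 2-fold. In the mirror count, of the 135 genes picked as higher in DMEM, 112 can be ordered, and 98 had a larger ratio in DMEM, 46 of them by at least 2-fold. Across the 8555 genes above the floor in each medium, the log2 ratios in SCM and DMEM had a Pearson correlation of 0.25 and a Spearman correlation of 0.21. Genes are not independent replicates, so these correlations carry no p-value, and with 1 array per condition the difference between the media was not tested.

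**Figure D1:**
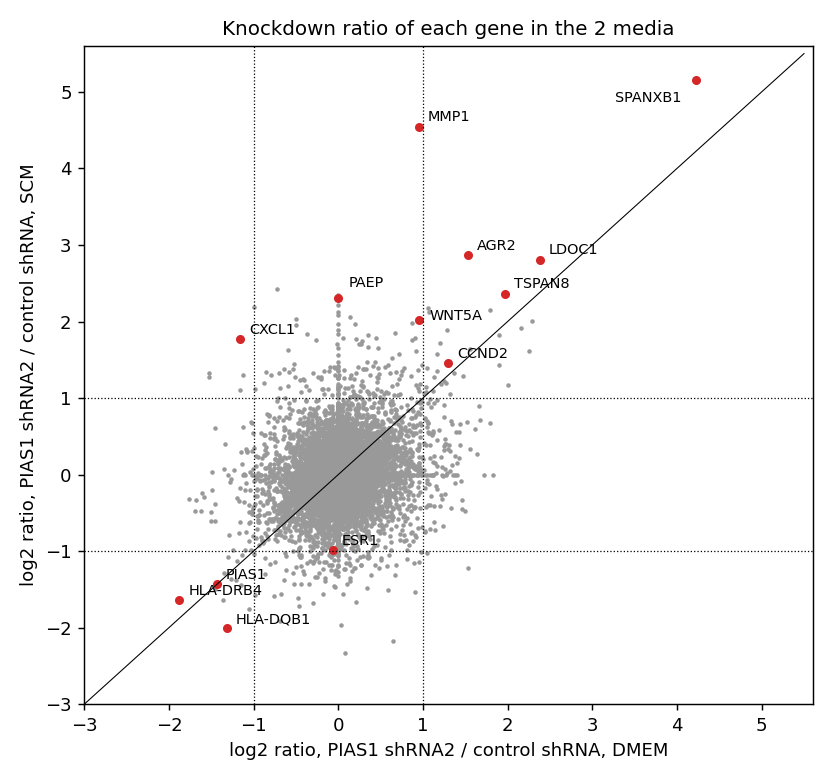
Log2 ratio of PIAS1 shRNA2 over control shRNA in DMEM (x axis) and in SCM (y axis), 1 point per gene for 11963 genes, each from 1 array per condition, with low signals raised to the floor. Dotted lines mark a 2-fold difference and the solid line equal ratios; SPANXB1 lies far above 2-fold in both media, while MMP1, at least 1.94-fold in DMEM, and PAEP lie above it in SCM.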

Interestingly, among the group of genes strongly induced by PIAS1 knockdown, several genes are known to be clinically relevant to breast cancer, including breast cancer DNA methylation signature genes Cyclin D2 (*CCND2*) and Estrogen receptor (*ESR1*), candidate tumor suppressor *WNT5A*, progestagen-associated endometrial protein (*PAEP*), as well as leucine zipper, downregulated in cancer 1 (*LDOC1*). 

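WNT5A, LDOC1 and PAEP had low signals in control shRNA cells and higher signals in PIAS1 shRNA2 cells in SCM. The signal of WNT5A on its brighter probe set was 20.2 with control shRNA and 756 with PIAS1 shRNA2, at least 4.06-fold higher, and its other probe set went from 9.21 to 236. LDOC1 read 20.7 and 1303, at least 6.99-fold higher, and PAEP read 27.8 and 924, at least 4.96-fold higher. CCND2, which encodes the cell cycle regulator cyclin D2, read 129 and 510 on its brightest probe set, at least 2.74-fold higher. The ratios of the deposited signals, with the control signals under the floor, were 37.5 for WNT5A, 63.0 for LDOC1, 33.2 for PAEP and 3.96 for CCND2. In SCM, CCND2 had a log2 ratio of 0.48 as the mean of its probe sets and WNT5A had 1.18. With the floor at the array median, WNT5A had 0.32, PAEP 0.61 and LDOC1 1.11. CCND2 had 0.00 by construction, since its signals were under that floor.

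In DMEM, LDOC1 was at least 5.20-fold higher and CCND2 at least 2.45-fold higher with PIAS1 shRNA2, with deposited signals of 969 against 108 and of 457 against 19.8. With the floor at the array median, the log2 ratio in DMEM was 0.68 for LDOC1 and 0 for CCND2, whose signals were under that floor. As the mean of its probe sets, CCND2 had 0.49 in DMEM. WNT5A was at least 1.93-fold higher, and both signals of PAEP, 20.1 and 55.3, were under the floor. The other probe sets of CCND2 stayed under or near the floor. On one its signal in SCM was 9.51 with control shRNA and 122 with PIAS1 shRNA2, and on the other it was 93.8 and 99.6. In DMEM the same probe sets, in this order, read 8.45 and 42.1, and 11.8 and 212.

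ESR1, the gene of estrogen receptor alpha, has 9 probe sets on this array, of which 3 were above the floor in at least 1 condition. On the brightest, the ESR1 signal in SCM was 706 with control shRNA and 357 with PIAS1 shRNA2, a log2 ratio of -0.99. On the other probe set above the floor in SCM, it was 247 with control shRNA and 200 with PIAS1 shRNA2. On a further probe set it was 158 and 171, both under the floor, and no ESR1 probe set had a deposited ratio over 10 in SCM.

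**Figure D2:**
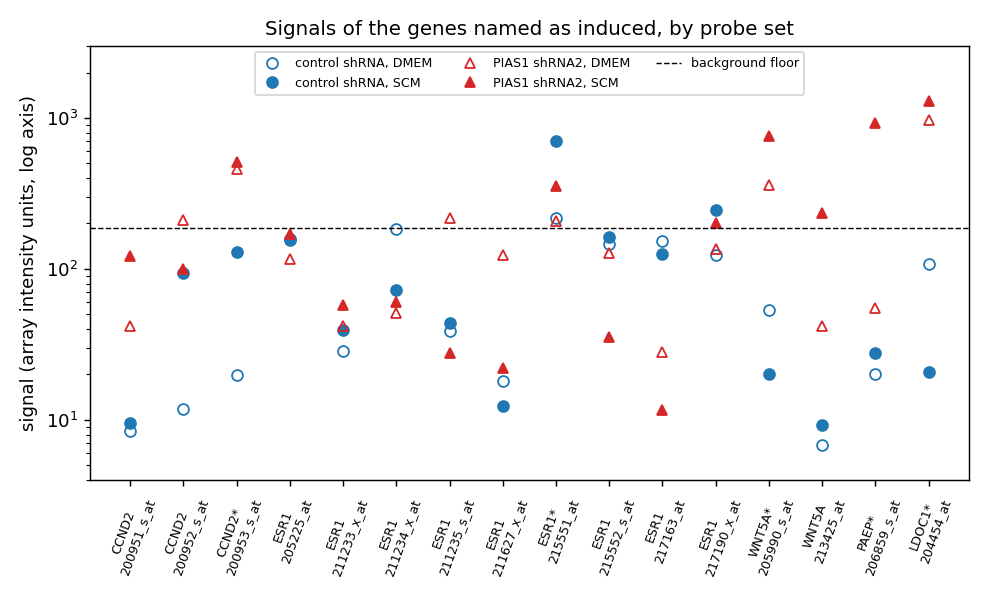
Signal (array intensity units, log axis) of each probe set of CCND2, ESR1, WNT5A, PAEP and LDOC1 in the 4 conditions, 1 array each. Circles are control shRNA and triangles PIAS1 shRNA2, open in DMEM and filled in SCM; the dashed line is the background floor of 186 and an asterisk marks the probe set used for the gene. The filled triangles of WNT5A, PAEP and LDOC1 lie above the floor and their circles below it.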

WNT5A, which signals through a non-canonical WNT pathway, is a candidate tumor suppressor in breast cancers [30]. The loss of WNT5A is associated with early relapse in invasive ductal breast carcinomas (IDC) and short recurrence-free survival. *PAEP* (also known as *GDA*/*PP14*) is an epithelial differentiation-related gene. *PAEP* expression is associated with a more favorable prognosis in breast and ovarian cancers, and PAEP inhibits breast tumor growth in SCID mice [31], [32]. *CCND2* is frequently silenced in a variety of human cancers, including breast and ovarian cancers, through promoter hypermethylation [33], [34]. *LDOC1* has been reported to be downregulated in pancreatic and gastric cancer cells [35].

The induction of these genes identified by microarray was validated by quantitative real time PCR (Q-PCR) analysis in two independent PIAS1 knockdown MDA-MB231 cell lines (Fig. 3a and Table S2 in File S1). As a control, PIAS1 knockdown did not show significant effect on the expression of *WNT1* and *CCND1*, which show sequence homologies, but are functionally distinct in tumorigenesis, from *WNT5A* and *CCND2*, respectively. These results suggest that PIAS1 shows specificity in gene repression. Consistently, the transcription of *WNT5A* and *CCND2*, but not *CCND1*, was also elevated in PIAS1 knockdown xenograft tumor samples (Fig. 3b).

**Figure 3:**
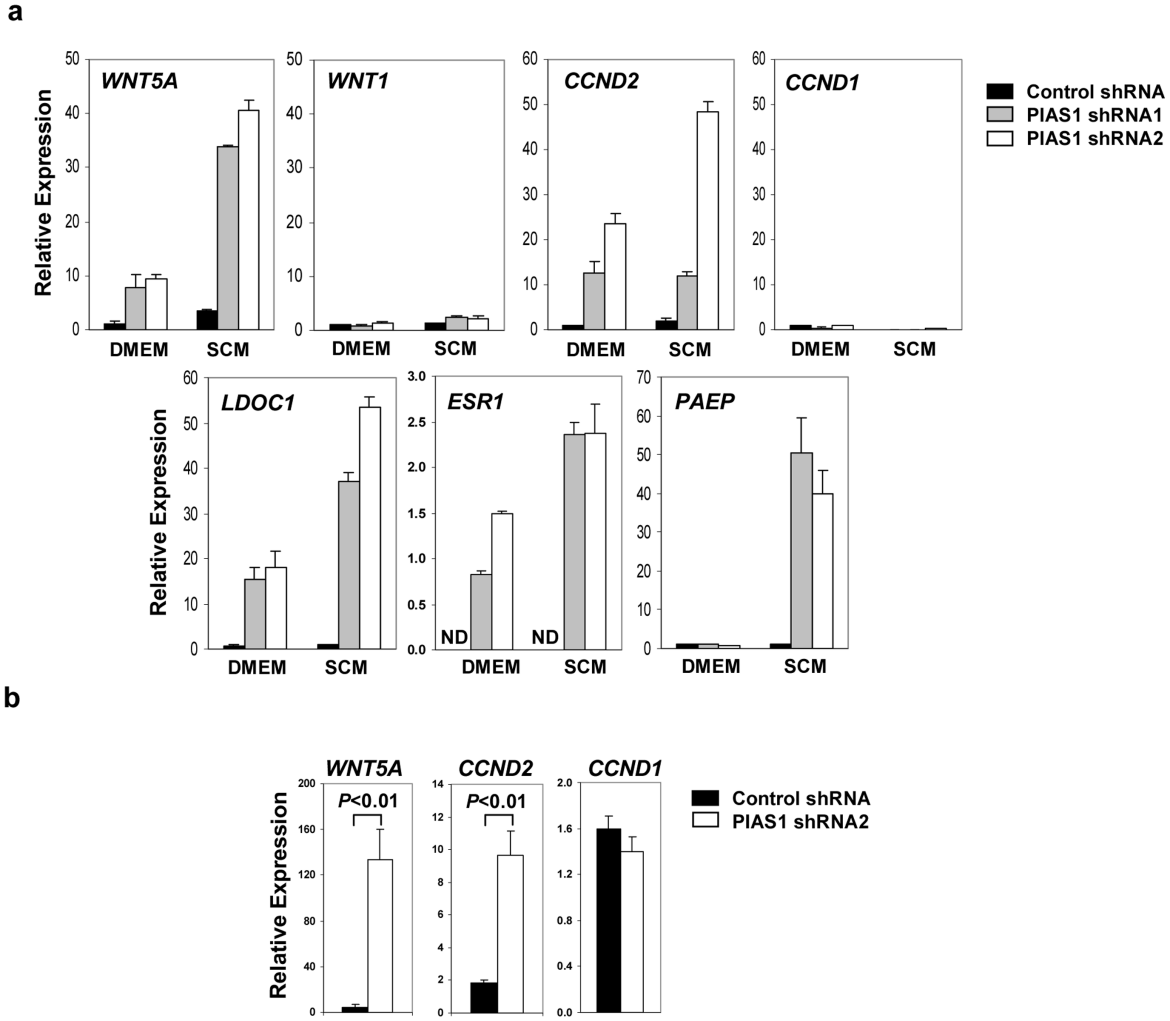
PIAS1 regulates the expression of a panel of tumor suppressor genes. (**a**) Real-time quantitative PCR (Q-PCR) assay. MDA-MB231 cells containing control shRNA, PIAS1 shRNA1 or shRNA2 were cultured in DMEM plus 10% FBS (DMEM) or Stem Cell Media (SCM) for 30 h, and total RNA was used for Q-PCR assays with gene-specific primers. The gene names are labeled at the top left of each panel. The data were normalized by beta-Actin (*ACTB*) and presented as “Relative Expression” as compared to that in control shRNA cells under DMEM condition, which was set as “1” except for the *ESR1* gene (the expression was not detectable in control shRNA cells). Shown is a representative of 3 independent experiments. Error bars represent SD. ND, not detected. See also Table S1 and Table S2 in File S1. (**b**) Same as in **a** except that total RNA from fat pad tumor xenograft samples were used (n = 5). Error bars represent SEM. *P* values were determined by non-paired *t*-test.

### PIAS1 promotes self-renewal of breast TICs through WNT5A suppression

The WNT pathway is known to play a role in the regulation of self-renewal of stem cells [36]-[38]. Consistent with the gene expression results, higher levels of WNT5A protein were detected in PIAS1 knockdown MDA-MB231 cells (Fig. 4a). WNT5A shRNA was introduced into PIAS1 shRNA2 knockdown MDA-MB231 cells to inhibit *WNT5A* expression. While WNT5A shRNA1 efficiently inhibited the expression of *WNT5A*, WNT5A shRNA2 showed only a minor inhibition of *WNT5A* expression (Fig. 4b). Mammosphere assays showed that the suppression of *WNT5A* expression by WNT5A shRNA1 significantly enhanced the formation of mammospheres (Fig. 4c). Furthermore, the exogenous administration of recombinant WNT5A protein efficiently inhibited the mammosphere formation of parental MDA-MB231 cells (Fig. 4d). Consistently, the knockdown of WNT5A by shRNA1 significantly enhanced the tumor growth of PIAS1 knockdown MDA-MB231 cells *in vivo* (Fig. 4e). These studies support a role of WNT5A in PIAS1 knockdown-mediated inhibition of the self-renewal of breast TICs and breast tumorigenesis.

**Figure 4:**
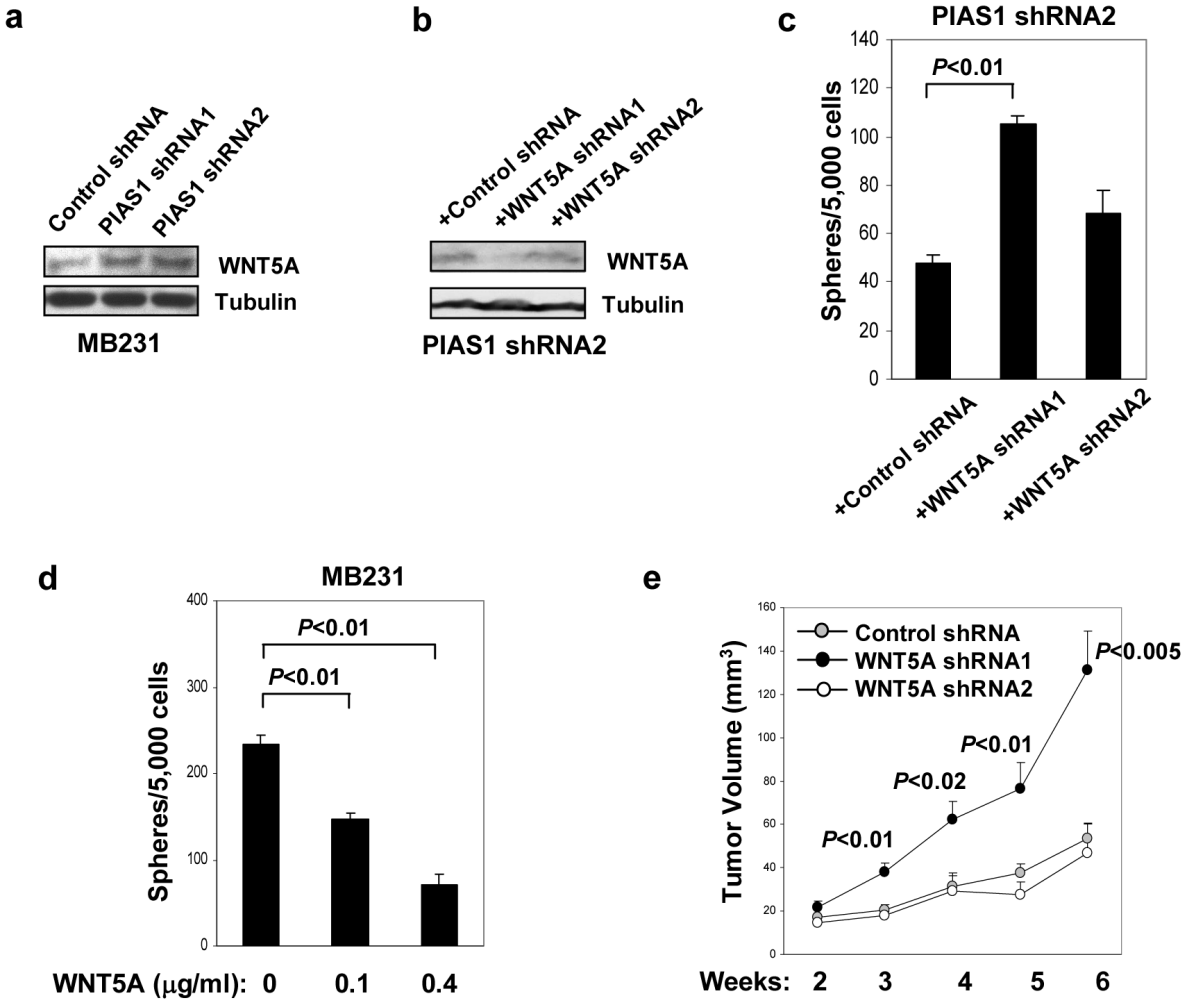
PIAS1-mediated *WNT5A* suppression is important for the maintenance of breast Tumor Initiating Cells (TICs). (**a**) Western blot analyses with whole cell extracts from MDA-MB231 cells containing control shRNA, PIAS1 shRNA1 or shRNA2 cultured in DMEM plus 10% FBS. (**b**) Western blot analyses with whole cell extracts from MDA-MB231 PIAS1 shRNA2 cells containing either a control shRNA, a WNT5A-specific shRNA (WNT5A shRNA1), or a non-working WNT5A shRNA (WNT5A shRNA2). (**c**) Mammosphere assay. Cells were seeded in Stem Cell Media (SCM) at 5,000 cells/dish, and spheres were counted 7 days later. Shown is a representative of 3 independent experiments. Error bars represent SEM. *P* values were determined by paired *t*-test. (**d**) Same as in **c** except that the parental MDA-MB231 cells were used with or without recombinant WNT5A treatment as indicated. (**e**) Tumorigenesis *in vivo*. Cells as in **b** were injected subcutaneously into SCID-beige mice (5×10^6^ cells/mice; n = 6). Shown is a representative of 3 independent experiments. Each data point represents mean ± SEM. *P* values were determined by non-paired *t*-test.

### PIAS1 promotes epigenetic gene silencing in breast cancer cells

Our recent studies showed that PIAS1 restricts nTreg differentiation by recruiting DNMTs to the *Foxp3* promoter to promote DNA methylation and epigenetic silencing [24]. We explored whether the PIAS1 epigenetic pathway also operates in breast cancer cells. Our previous results showed that PIAS1 inhibits the expression of *CCND2, ESR1* and *WNT5A*; but not *CCND1* (Fig. 3). Hypermethylation of the *CCND2, ESR1* and *WNT5A* loci has been reported in various cancer types [39]–[42]. Therefore, chromatin immunoprecipitation (ChIP) assays were performed to test whether PIAS1 was associated with the genomic loci with close proximity to the reported methylation regions of the *CCND2, ESR1* and *WNT5A* genes in MDA-MB231 cells. As shown in Fig. 5a, PIAS1 bound to the *CCND2, ESR1* and *WNT5A* loci in the control shRNA cells, while the binding was reduced in PIAS1 shRNA2 cells. Furthermore, PIAS1 was not associated with the *CCND1* promoter (Fig. 5a), consistent with the finding that PIAS1 does not affect the expression of *CCND1* (Fig. 3). Interestingly, PIAS1 knockdown resulted in a substantial increase of the active histone mark histone H3 acetylation (AcH3) on the *WNT5A* gene (Fig. 5b). In contrast, the repressive modifications, such as histone H3 K27 trimethylation (H3K27me3) and histone H3 K9 trimethylation (H3K9me3), were considerably reduced in PIAS1 knockdown cells (Fig. 5b). Similar changes in AcH3 and H3K9me3 were observed in the *CCND2* promoter (Fig. 5c). As a control, H3K9me3 was readily detectable in the centromeric satellite repeat, *Satellite 2*, a heterochromatin region [43] in MDA-MB231 cells (Fig. 5d). More importantly, the H3K9me3 level was not affected in PIAS1 knockdown cells, suggesting that PIAS1 does not affect global heterochromatin structure (Fig. 5d). In addition, while H3K9me3 and H3K27me3 were not detectable in the *CCND1* promoter, the AcH3 level was not affected by PIAS1 knockdown (Fig. 5e), consistent with the finding that PIAS1 does not affect the *CCND1* expression (Fig. 3). Taken together, these results suggest that PIAS1 regulates histone modifications of its target genes.

**Figure 5:**
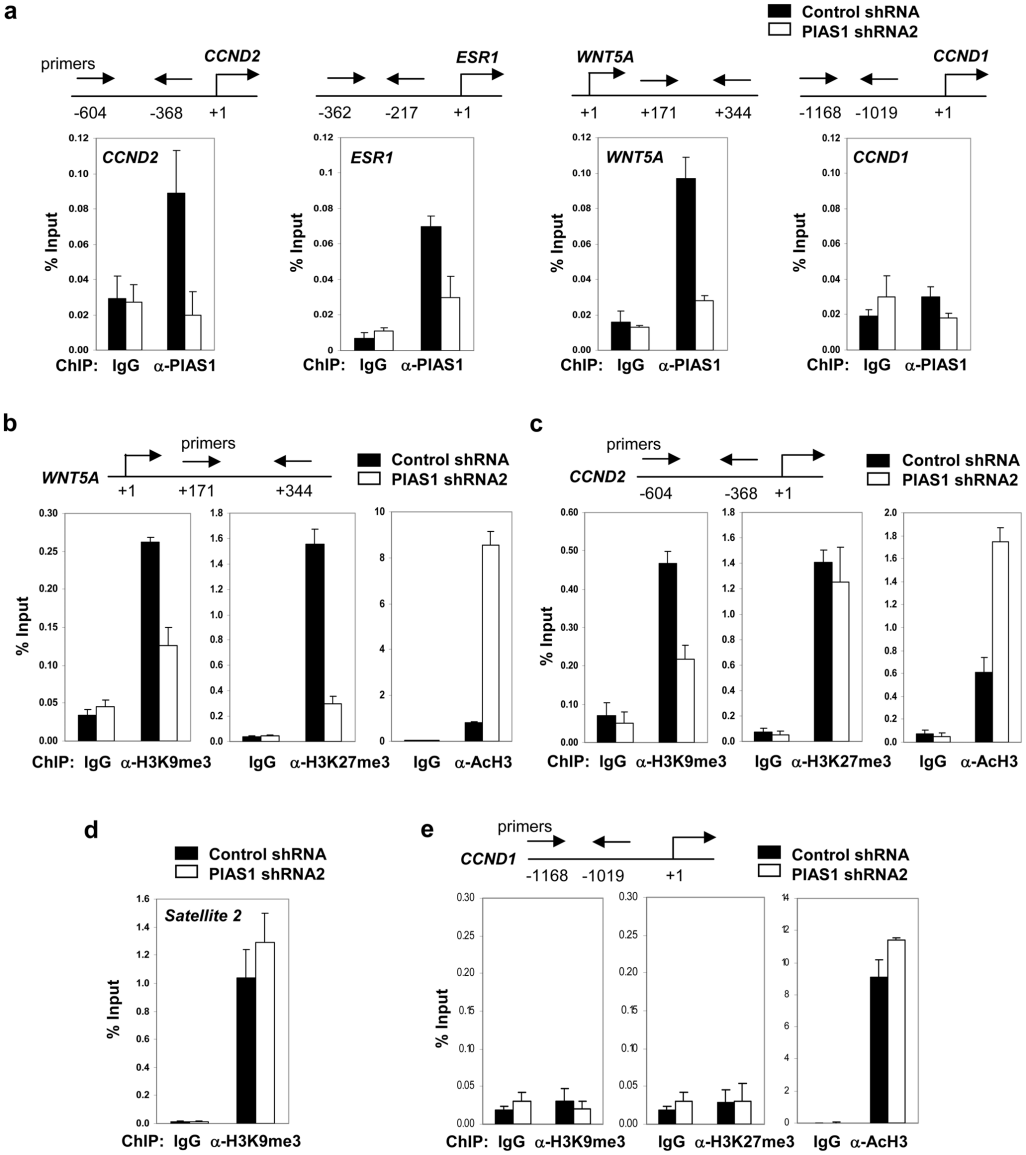
PIAS regulates the histone marks of the target genes. (**a**) Chromatin immunoprecipitation (ChIP) assay. Extracts from MDA-MB231 cells containing control shRNA, or PIAS1 shRNA2 were immunoprecipitated with anti-PIAS1 or IgG. The bound DNA was quantified by Q-PCR with gene-specific primers and presented as “percent of input” (% input). (**b**) Same as in **a** except that antibodies specific for acetylated histone H3 (AcH3), histone H3 trimethylated at Lys9 (H3K9me3), or histone H3 trimethylated at Lys27 (H3K27me3) were used, and the levels of these histone marks at the *WNT5A* loci were quantified. (**c**) Same as in **b** except that histone marks at the *CCND2* promoter were quantified. (**d**) Same as in **b** except that the level of H3K9me3 at the heterochromatin region *Satellite 2* was quantified. (**e**) Same as in **b** except that histone marks at the *CCND1* promoter were quantified. Shown in each panel is a representative of 3 independent experiments. Error bars represent SD.

*CCND2* and *ESR1* are signature genes that are frequently methylated in breast cancer [1]. Bisulfite sequencing analysis indicated that the promoter of *CCND2* was methylated in MDA-MB231 control cells, which was significantly reduced in PIAS1 knockdown cells (Fig. 6a). Similar reductions in DNA methylation were observed in *ESR1* and *WNT5A* genes (Fig. 6a). Consistently, ChIP assays indicated that both DNMT1 and DNMT3A bind to the *CCND2* promoter in the control MDA-MB231 cells, while the binding was compromised by PIAS1 knockdown (Fig. 6b). These studies suggest that PIAS1 recruits DNMTs to promote DNA methylation in breast cancer cells.

**Figure 6:**
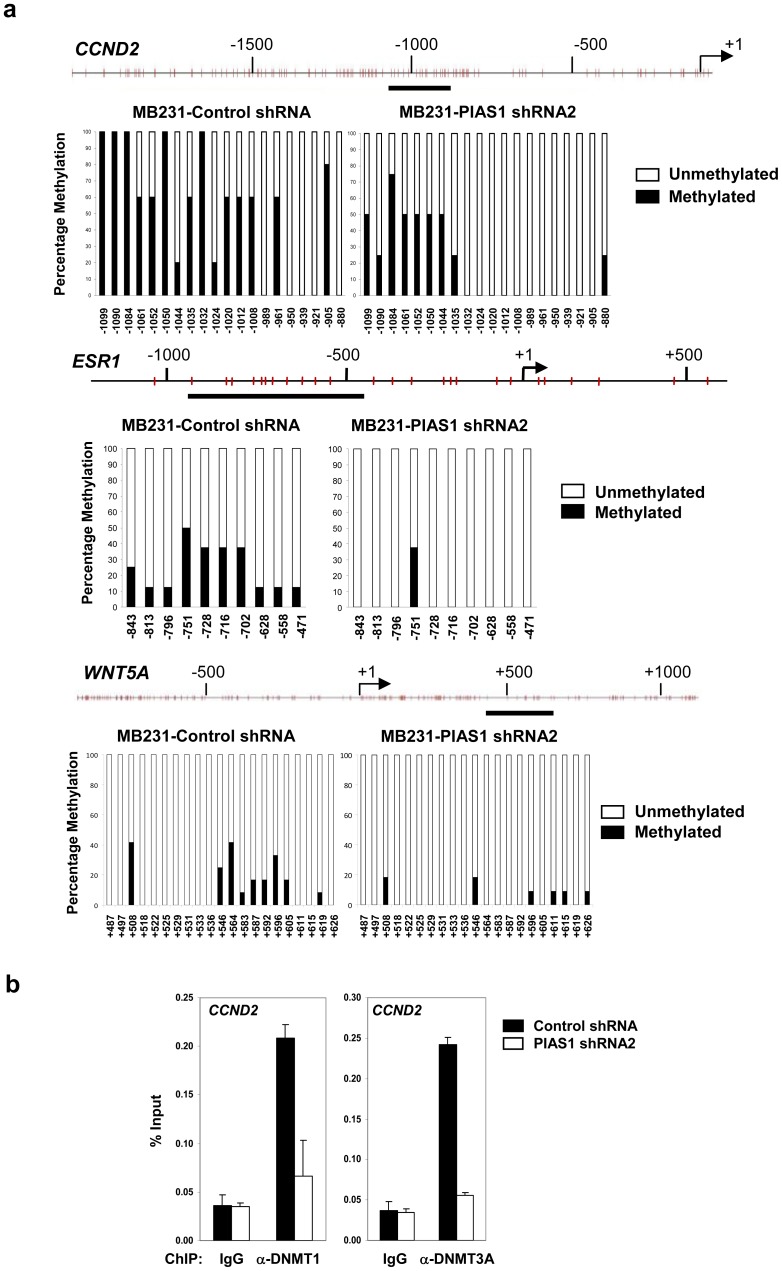
PIAS1 regulates DNA methylation status of the target genes. (**a**) DNA Methylation analyses of the indicated loci were performed by bisulfite conversion of genomic DNA from MDA-MB231 cells containing control shRNA or PIAS1 shRNA2. The ***x*** axis represents the positions of the CpG sites relative to the transcription start site (+1); the ***y*** axis represents the percentage. (**b**) Chromatin immunoprecipitation (ChIP) assay. Extracts from MDA-MB231 cells containing control shRNA, or PIAS1 shRNA2 were immunoprecipitated with anti-DNMT1, anti-DNMT3A or IgG. The bound DNA was quantified by Q-PCR with *CCND2* promoter-specific primers and presented as “percent of input” (% input). Shown in each panel is a representative of 3 independent experiments. Error bars represent SD.

## Discussion

Although extensive studies have been performed in the identification and characterization of altered DNA methylation and epigenetic modifications in breast cancer development and progression [1], [4]–[6], the molecular mechanism involved in this process has not been understood. Studies described in this manuscript have identified a novel epigenetic control mechanism in promoting selective epigenetic silencing in breast cancer. Our results suggest that the PIAS1 epigenetic pathway, which has been previously shown to function in regulatory T cell differentiation [24], is up-regulated in breast cancer and is involved in promoting DNA methylation and epigenetic silencing of breast cancer signature genes such as *ESR1* and *CCND2*, as well as the breast tumor suppressor *WNT5A*.

Microarray analysis of PIAS1 knockdown breast cancer cells has uncovered an essential role of PIAS1 in the suppression of a group of genes previously known to be clinically relevant to breast cancer, such as *WNT5A* (Fig. 3). 

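Including CCND2 and LDOC1, 31 genes were at least 2-fold higher and 13 at least 2-fold lower with PIAS1 shRNA2 in both media, where 2.81 and 1.06 would be shared by independent lists of these sizes. Among the higher were also CDH11, which encodes a cadherin of mesenchymal cells, the cytokine gene IL11 and the guidance factor gene SLIT2. Among the lower were PIAS1 itself, HLA-DPB1 and CST7. All signals of CCND2 were under the array median, so with the floor there its log2 ratio is 0 in both media by construction. LDOC1 then had 0.68 in DMEM. Neither gene was then at least 2-fold higher in both media. Others were affected too: NR2F1, with 191 and 397, and PAPPA, with 216 and 483, had both DMEM signals under that floor of 605. All signals of CDH11, IL11 and SLIT2 were above it. The counts of 31 and 13 are given for the background floor only.

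Of the 28 measured NF-kappaB targets on a list fixed beforehand, 6 were at least 2-fold higher in SCM and none was lower. Their median log2 ratio was 0.54, above the medians of all 10000 random lists matched on signal. They were PTGS2, TNFAIP2 and the chemokine genes CCL20, CXCL3, with a log2 ratio of 2.42, CXCL2 with 2.19 and CXCL1 with 1.77. In DMEM none of these targets was at least 2-fold higher and 3 were lower, CXCL1 with -1.16, TNFAIP2 with -1.13 and CXCL8 with -1.03. The median in DMEM was -0.23, below the medians of all random lists, and 19 of the 24 targets above the floor were lower. Its size was under the 0.25 set beforehand, so the list was not taken to stand apart in DMEM. That median counts targets under the floor as 0, and over the 24 above the floor it was -0.41.

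Of 31 cell cycle genes, 10 were at least 2-fold lower with PIAS1 shRNA2 in SCM and none was higher, with a median log2 ratio of -0.78, below the medians of all random lists. PLK1, a mitotic kinase gene, had -1.43, CCNA2, which encodes cyclin A2, -1.39, and the mitotic kinase gene AURKA -1.25. In DMEM their median was -0.07. Of 20 genes of cholesterol and fatty acid synthesis, 1 was at least 2-fold higher in SCM, the desaturase gene FADS2 with 1.10, and the median of 0.52 was above those of all random lists. Of 30 measured genes often methylated in breast cancer, 2 were at least 2-fold higher in SCM, CCND2 and PTGS2, and 1 was lower, BRCA1 with -1.15. That list holds genes the study picked from these arrays. Of 42 interferon-response genes, 1 was at least 2-fold higher in SCM, the antiviral gene RSAD2 with at least 1.29, and none was lower, with a median of 0.05. Of 13 WNT ligand genes, 5 were above the floor in SCM, and of these only WNT5A was at least 2-fold higher and none was at least 2-fold lower. The rest could show no difference with the floor.

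The 2 arrays of each shRNA come from 1 cell line in the 2 media, so they are not replicates of the knockdown. A fit across them cannot tell loss of PIAS1 from another difference between the lines. The same holds for the count of genes shared by the media. A limma fit of shRNA and medium over 8911 genes, with 2 arrays per shRNA, gave 82 genes higher and 47 lower with PIAS1 shRNA2 at an adjusted p under 0.05. It tests only effects alike in both media, with 1 residual degree of freedom, and the count depends on how the variance is modelled: with no trend of the variance on the signal it was 0, with a smallest adjusted p of 0.0909 and 867 genes at an unadjusted p under 0.05, and without the medium term it was also 0, with 93 such genes. Fits with any 1 array left out, which also lack the medium term, gave 0. From its arrays, and citing its Q-PCR, the paper concludes that PIAS1 is essential in suppressing a group of genes relevant to breast cancer, WNT5A among them. That Q-PCR was not analysed here.

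**Figure D3:**
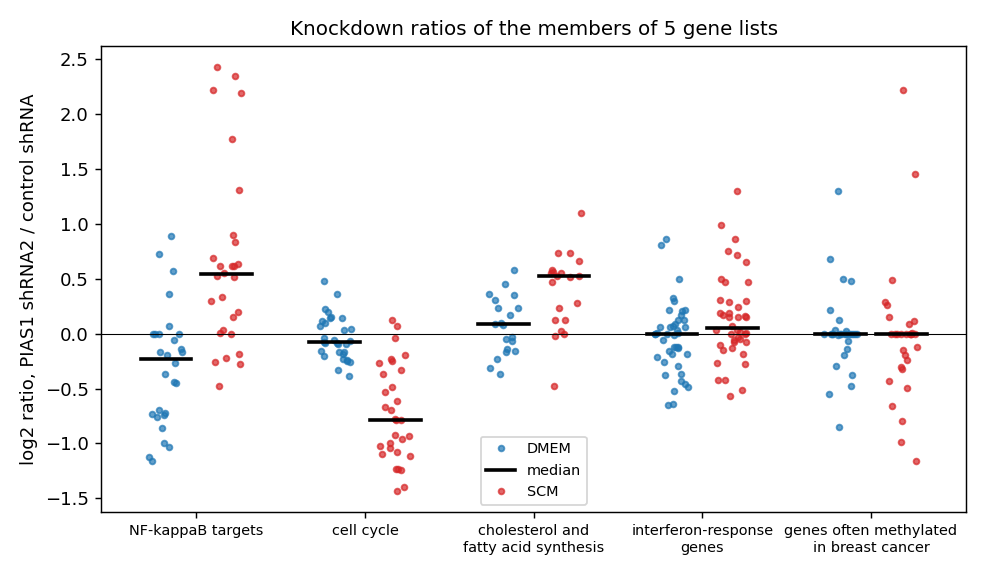
Log2 ratio of PIAS1 shRNA2 over control shRNA (y axis) for each measured member of 5 gene lists (x axis), in DMEM and in SCM, 1 array per condition, with low signals raised to the floor. Points are genes and bars the list medians; the median of the NF-kappaB targets is 0.54 in SCM and -0.23 in DMEM, and that of the cell cycle genes is -0.78 in SCM.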

The WNT family of proteins can signal through the canonical beta-catenin-dependent or the non-canonical beta-catenin-independent pathway [36]–[38]. WNT5A belongs to the nontransforming class of the WNT gene family that activates non-canonical signaling pathways. The biology of WNT5A is cell-type dependent, and it has been reported that WNT5A may signal through different WNT receptors to cause different cellular responses [44]. Gene targeting studies indicate that WNT5A is required for normal mammary gland development, and *Wnt5a*-null ammary tissue shows an accelerated developmental capacity [45]. In addition, WNT5A overexpression inhibits tumorigenesis of uroepithelial cell carcinoma and suppresses mammary cell migration [46], [47]. The loss of WNT5A is associated with early relapse in invasive ductal breast carcinomas and short recurrence-free survival, supporting WNT5A as a candidate breast tumor suppressor [30]. The tumor suppressor function of WNT5A has also been suggested in other human cancers [48], [49]. In this report, we showed that PIAS1-mediated regulation of the self-renewal of breast TICs is largely achieved through the transcriptional repression of WNT5A. The exogenous administration of recombinant WNT5A protein to MDA-MB231 breast cancer cells suppressed mammosphere. Consistently, WNT5A inhibition by shRNA rescued PIAS1 knockdown-mediated suppression of mammosphere and tumor growth *in vivo* (Fig. 4). Our results suggest that the PIAS1-WNT5A pathway regulates the self-renewal of breast TICs.

PIAS1 is a nuclear SUMO E3 ligase that functions as a transcriptional repressor. PIAS1 is activated by Ser90 phosphorylation in response to proinflammatory stimuli. Activated PIAS1 is then recruited to gene promoters to repress transcription [22], [50]. In this report, we showed that PIAS1 is also phosphorylated/activated in response to growth stimuli, and the ability of PIAS1 to regulate the self-renewal of breast TICs requires PIAS1 Ser90 phosphorylation as well as PIAS1 SUMO E3 ligase activity (Fig. 2). Our studies suggest that PIAS1 may act as a sensor protein in the nucleus that responds to growth and inflammatory stimuli in the tumor microenvironment to regulate the self-renewal of TICs through epigenetic gene regulation.

In conclusion, studies described in this paper suggest that PIAS1 plays an important role in promoting selective epigenetic silencing during breast tumorigenesis. It is possible that the PIAS1 epigenetic pathway may provide a link between inflammation and the development of breast cancer (Fig. 7). Targeting the PIAS1 epigenetic pathway may represent a novel therapeutic strategy for the treatment of breast cancer.

**Figure 7:**
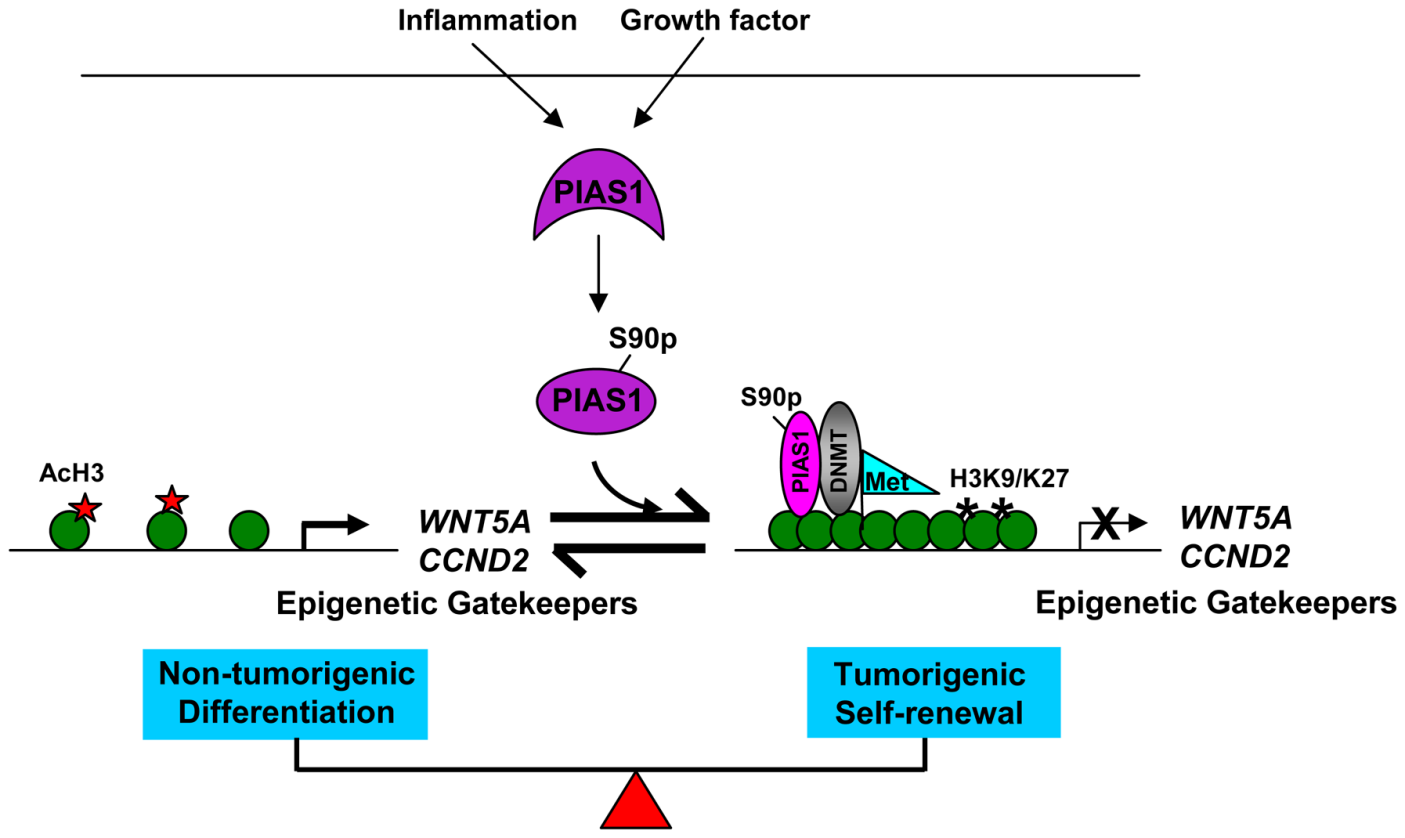
A proposed model of the function of PIAS1 in breast cancer. In response to growth factor and inflammatory signals, PIAS1 is activated via Ser90 phosphorylation (S90p), and recruited to the target gene promoters. PIAS1 represses the expression of epigenetic gatekeeper genes, such as *ESR1*, *WNT5A* and *CCND2*, by promoting inhibitory histone H3 lysine 9 and lysine 27 trimethylation (H3K9/K27) and DNA methylation (Met), while inhibiting acetylated histone H3 (AcH3). Therefore, PIAS1 promotes tumorigenesis by selective epigenetic gene silencing.

## Materials and Methods

### Mice, cell Lines and reagents

Tissue samples from breast cancer patients used for IHC analysis were purchased from commercial companies (Imgenex and Full Moon Biosystems). The work is exempt from Human Research since the data were analyzed anonymously. Human breast cancer cell lines MDA-MB231, BT-20, BT-474 and HCC-1954 were obtained from ATCC. MDA-MB231 cells were maintained in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% Penicillin/Streptomycin. All other cells were maintained in RPMI supplemented with 10% FBS and 1% Penicillin/Streptomycin. Stem Cell Media (SCM) is composed of DMEM/F-12 (Cellgro) supplemented with 0.4% BSA, 1% Penicillin/Streptomycin, 2 mM Glutamine, 25 ng/ml human EGF (R&D), 25 ng/ml human basic FGF (R&D) and 5 ug/ml human insulin (Sigma). The following agents have also been used: Heregulin (Upstate), anti-pPIAS1 (Ser90-phosphorylated PIAS1) [22], polyclonal anti-PIAS1 [20], [51]; anti-Tubulin (Sigma), anti-WNT5A/B (Cell Signaling) and recombinant murine WNT5A protein (R&D). This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by The UCLA Institutional Animal Care and Use Committee (Protocol Number: 1999-015-43A).

### shRNA knockdown and reconstitution

Oligonucleotides encoding a control small hairpin RNA (shRNA) or various shRNAs targeting PIAS1 or WNT5A were cloned under the control of the U6 promoter in the Lentiviral vector CS-CP for PIAS1 (containing a puromycin-resistant marker) or CS-CH for WNT5A (containing a hygromycin-resistant marker), which was modified from the CS-CG Lentiviral vector [52]. Lentiviruses were generated by co-transfecting 293T cells with shRNA constructs together with helper plasmids pCMV-VSV-G and pHR'8.9ΔVPR using the calcium phosphate method. The viral supernatant was collected 72 h post transfection, and used to infect various cancer cells. Cells were subjected to drug selection (puromycin: 2.5 ug/ml; hygromycin: 250 ug/ml) 48 h post infection. The target sequences of the shRNAs are: Control shRNA: GCACTACTGTCGATGACGA; PIAS1 shRNA1: GTTTCTGATAAACAAAACC; PIAS1 shRNA2: GAAACTATTCCATGGCAGT; WNT5A shRNA1: AGTGCAATGTCTTCCAAGT; WNT5A shRNA2: TATTAAGCCCAGGAGTTGC.

The wild type (WT), S90A and W372A mutant PIAS1 escape expression constructs were generated by insertion of WT or mutant PIAS1 cDNA fragments into the Lentiviral expression vector bearing a Hygromycin-resistant marker. These PIAS1 cDNAs carried 4 silent mutations that can escape the inhibition by shRNA without changing the codons of the protein (only the third nucleotide of each codon was altered). Lentiviruses were obtained as described above and target cells were infected with viral supernatant followed by Hygromycin selection.

#### *In vitro* mammosphere formation

*In vitro* mammosphere assays with MDA-MB231 cells were performed as described [12], [27]. Briefly, cells were seeded under SCM conditions at indicated densities on 35 mm petri dish. Fresh human EGF (25 ng/ml), basic FGF (25 ng/ml) and Insulin (5 ug/ml) were supplemented every 2 days. Spheres were counted under a microscope after 5–7 days of culture.

### Cell proliferation assay

For MDA-MB231 cell proliferation under DMEM conditions, cells were seeded in DMEM plus 10% FBS and 1% Penicillin/Streptomycin at a density of 1×10^5^ cells per well in 6 well plate, and stained with trypan blue and counted for viable cells everyday for 5 days. Alternatively, cells were seeded at a density of 3,000 cells per well in 96 well tissue culture plate (08-772-3; Fisher), and cell growth was determined everyday for 4–5 days by CellTiter96 AQueous One Solution Cell Proliferation Assay as instructed by the manufacturer (Promega). For cell growth under SCM conditions, cells were seeded in SCM at a density of 3,000 cells per well in 96 well non-treated microplate (12-565-226; Fisher), and supplemented with fresh human EGF (25 ng/ml), basic FGF (25 ng/ml) and Insulin (5 ug/ml) every 2 days. Cell growth was determined at indicated time points by CellTiter96 AQueous One Solution Cell Proliferation Assay as instructed by the manufacturer (Promega). Triplicates were performed for each time point of the growth curve.

### ALDEFLUOR assay

The ALDH^+^ cell population was determined using an ALDEFLUOR assay kit as instructed (StemCell Technologies). Briefly, cells grown under SCM condition were incubated with the ALDH substrate BAAA in ALDEFLUOR assay buffer in the presence or absence of the specific ALDH inhibitor diethylaminobenzaldehyde (DEAB) at 37°C for 45 min, followed by flow cytometry. The ALDH^+^ population of each sample was determined using its own negative control (DEAB containing sample) as a reference.

### *In vivo* tumorigenesis

Exponentially growing cells were trypsinized and resuspended in serum free-DMEM or RPMI, mixed with equal volume of Matrigel (BD Biosciences), and injected into the fat pad, or subcutaneously into the flank of 6–10 week old SCID beige mice (UCLA Department of Radiation Oncology) in a volume of 150 ul per site. Tumors were measured weekly with a caliper and tumor volume was calculated as width x length x height x 0.526.

### Tissue microarray analysis

Tissue microarray slides were obtained from Imgenex and Full Moon Biosystems, and immunohistochemistry (IHC) staining was performed using polyclonal anti-PIAS1 [20] as instructed by the manufacturers. “Normal duct” was defined as normal breast tissues from healthy individuals as well as histologically normal tissues adjacent to tumors. Semiquantitative assessment of PIAS1 staining was performed using a 0–2 scale (0 = negative; 1 = weak staining; 2 = strong staining) based on the average intensity per epithelial cell, and PIAS1 score was defined as the product of PIAS1 staining scale and the percentage of PIAS1 positive staining. A total of 3 independent tissue arrays containing 30–100 samples each were performed and the data were pooled. Statistic analysis was performed using non-parametric two-tailed Kruskal Wallis test with alpha level equals 0.05 for all tests, since both “Normal duct” and “IDC” populations are not normally distributed.

### Microarray analysis

MDA-MB231 cells containing a control shRNA or PIAS1 shRNA2 were cultured in DMEM plus 10% FBS (DMEM) or SCM for 30 h. Total RNA was prepared and subjected to microarray analyses using the human genome U133A 2.0 array chip (Affymetrix) as described [19]. The microarray data is presented in Table S1 in File S1 and has been deposited to Gene Expression Omnibus (GEO) database (GSE44024).

### Quantitative real time PCR (Q-PCR)

Quantitative real time PCR (Q-PCR) analyses were performed with breast cancer cells or tumor xenograft samples as described previously [19]. Briefly, total RNA was prepared using RNA STAT60 (Tel-Test). First strand complementary DNA was produced by reverse transcription (RT) of 1 ug total RNA using iScript cDNA synthesis kit (Bio-Rad). Q-PCR was carried out using the CFX96 real-time PCR detection system (Bio-Rad) in a final volume of 25 ul containing Taq polymerase, 1xTaq buffer, 125 uM dNTP, SYBR Green I (Molecular Probes) and gene-specific primers. Amplification conditions were: 95°C (3 min), 40 cycles of 95°C (10 s) and 61°C (30 s). Q-PCR data were analyzed by CFX Manager 2.0 software (Bio-Rad), and normalized by beta-Actin (*ACTB*). The results were presented as “Relative Expression” as compared to that in the control shRNA cells, which was set as “1”. Primers are listed in Table S2 in File S1.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed using the ChIP analysis kit as instructed (Upstate). Briefly, cells grown in DMEM plus 10% FBS were cross-linked and lysed. Chromatin was sheared by sonication (10 s at 30% of the maximum strength for a total of six times). Cell extracts were immunoprecipitated with indicated antibodies, or IgG as a negative control. The binding of these factors to various DNA regions was quantified by quantitative real time PCR (Q-PCR) using the immunoprecipitates as templates and specific primers (Table S2 in File S1). The results were presented as “percent of input”. The following antibodies were used in the ChIP assay: normal rabbit IgG (sc-2027; Santa Cruz), anti-PIAS1 [51], anti-histone H3 trimethylated at Lys9 (H3K9me3) (17-625; Millipore); anti-histone H3 trimethylated at Lys27 (H3K27me3) (17-622; Millipore); anti-Acetylated histone H3 (AcH3) (17-615; Millipore); anti-DNMT1 (Ab13537; Abcam) and anti-DNMT3A (R0015-2; Abiocode).

### Bisulfite treatment and methylation analysis

Bisulfite modification of DNA was performed using EZ Methylation-Gold kit (Zymo Research). Bisulfite genomic sequencing (BGS) was conducted using cells grown in DMEM plus 10% FBS as described [39]–[42]. Taq DNA polymerase (Zymo Research) was used for PCR amplification using specific primers (Table S2 in File S1). The PCR conditions were as follows: 1 cycle of 95°C for 10 min, then 40 cycles of 95°C for 45 s, 56°C for 1 min, and 72°C for 1 min; and 1 cycle of 72°C for 10 min. Amplified products were cloned into pCR4-Topo (Invitrogen), with 8 to 12 colonies randomly chosen and sequenced.

## Supporting Information

File S1 Contains the following files: Figure S1, Table S1 and Table S2. **Figure S1.** Validation of the polyclonal anti-PIAS1 antibody by immunofluorescence. MDA-MB231 cells containing control shRNA or PIAS1 shRNA2 were fixed by 3 different methods as indicated, followed by staining with polyclonal anti-PIAS1. FMA, formaldehyde. **Table S1.** Microarray analysis. Fold induction is defined as the ratio of the expression levels of a given gene in PIAS1 shRNA2 vs. control shRNA cells. Genes with greater than 10-fold induction under Stem Cell Media (SCM) condition are shown. **Table S2.** Primers used for Q-PCR, ChIP and methylation.
(DOC) Click here for additional data file.

# Supplementary material for: PIAS1 Regulates Breast Tumorigenesis through Selective Epigenetic Gene Silencing
**Source:** PLoS One. 2014 Feb 24;9(2):e89464. doi: 10.1371/journal.pone.0089464
**Supplement:** File S1 — Contains the following files: Figure S1, Table S1 and Table S2. Figure S1. Validation of the polyclonal anti-PIAS1 antibody by immunofluorescence. MDA-MB231 cells containing control shRNA or PIAS1 shRNA2 were fixed by 3 different methods as indicated, followed by staining with polyclonal anti-PIAS1. FMA, formaldehyde. Table S1. Microarray analysis. Fold induction is defined as the ratio of the expression levels of a given gene in PIAS1 shRNA2 vs. control shRNA cells. Genes with greater than 10-fold induction under Stem Cell Media (SCM) condition are shown. Table S2. Primers used for Q-PCR, ChIP and methylation.

## Supporting Information

## PIAS1 regulates breast tumorigenesis through

## selective epigenetic gene silencing

Bin Liu, Samuel Tahk, Kathleen M. Yee, Randy Yang, Yonghui Yang**,Ryan Mackie, Cary Hsu,** Vasili Chernishof, Neil O’Brien, Yusheng Jin, Guoping Fan, Timothy F. Lane, Jianyu Rao, **Dennis Slamon**, Ke Shuai

**Inventory of Supplementary Information:**

Figure S1 - related to Figure 1

Table S1 - related to Figure 3

Table S2 - related to Figure 3 and 5

**
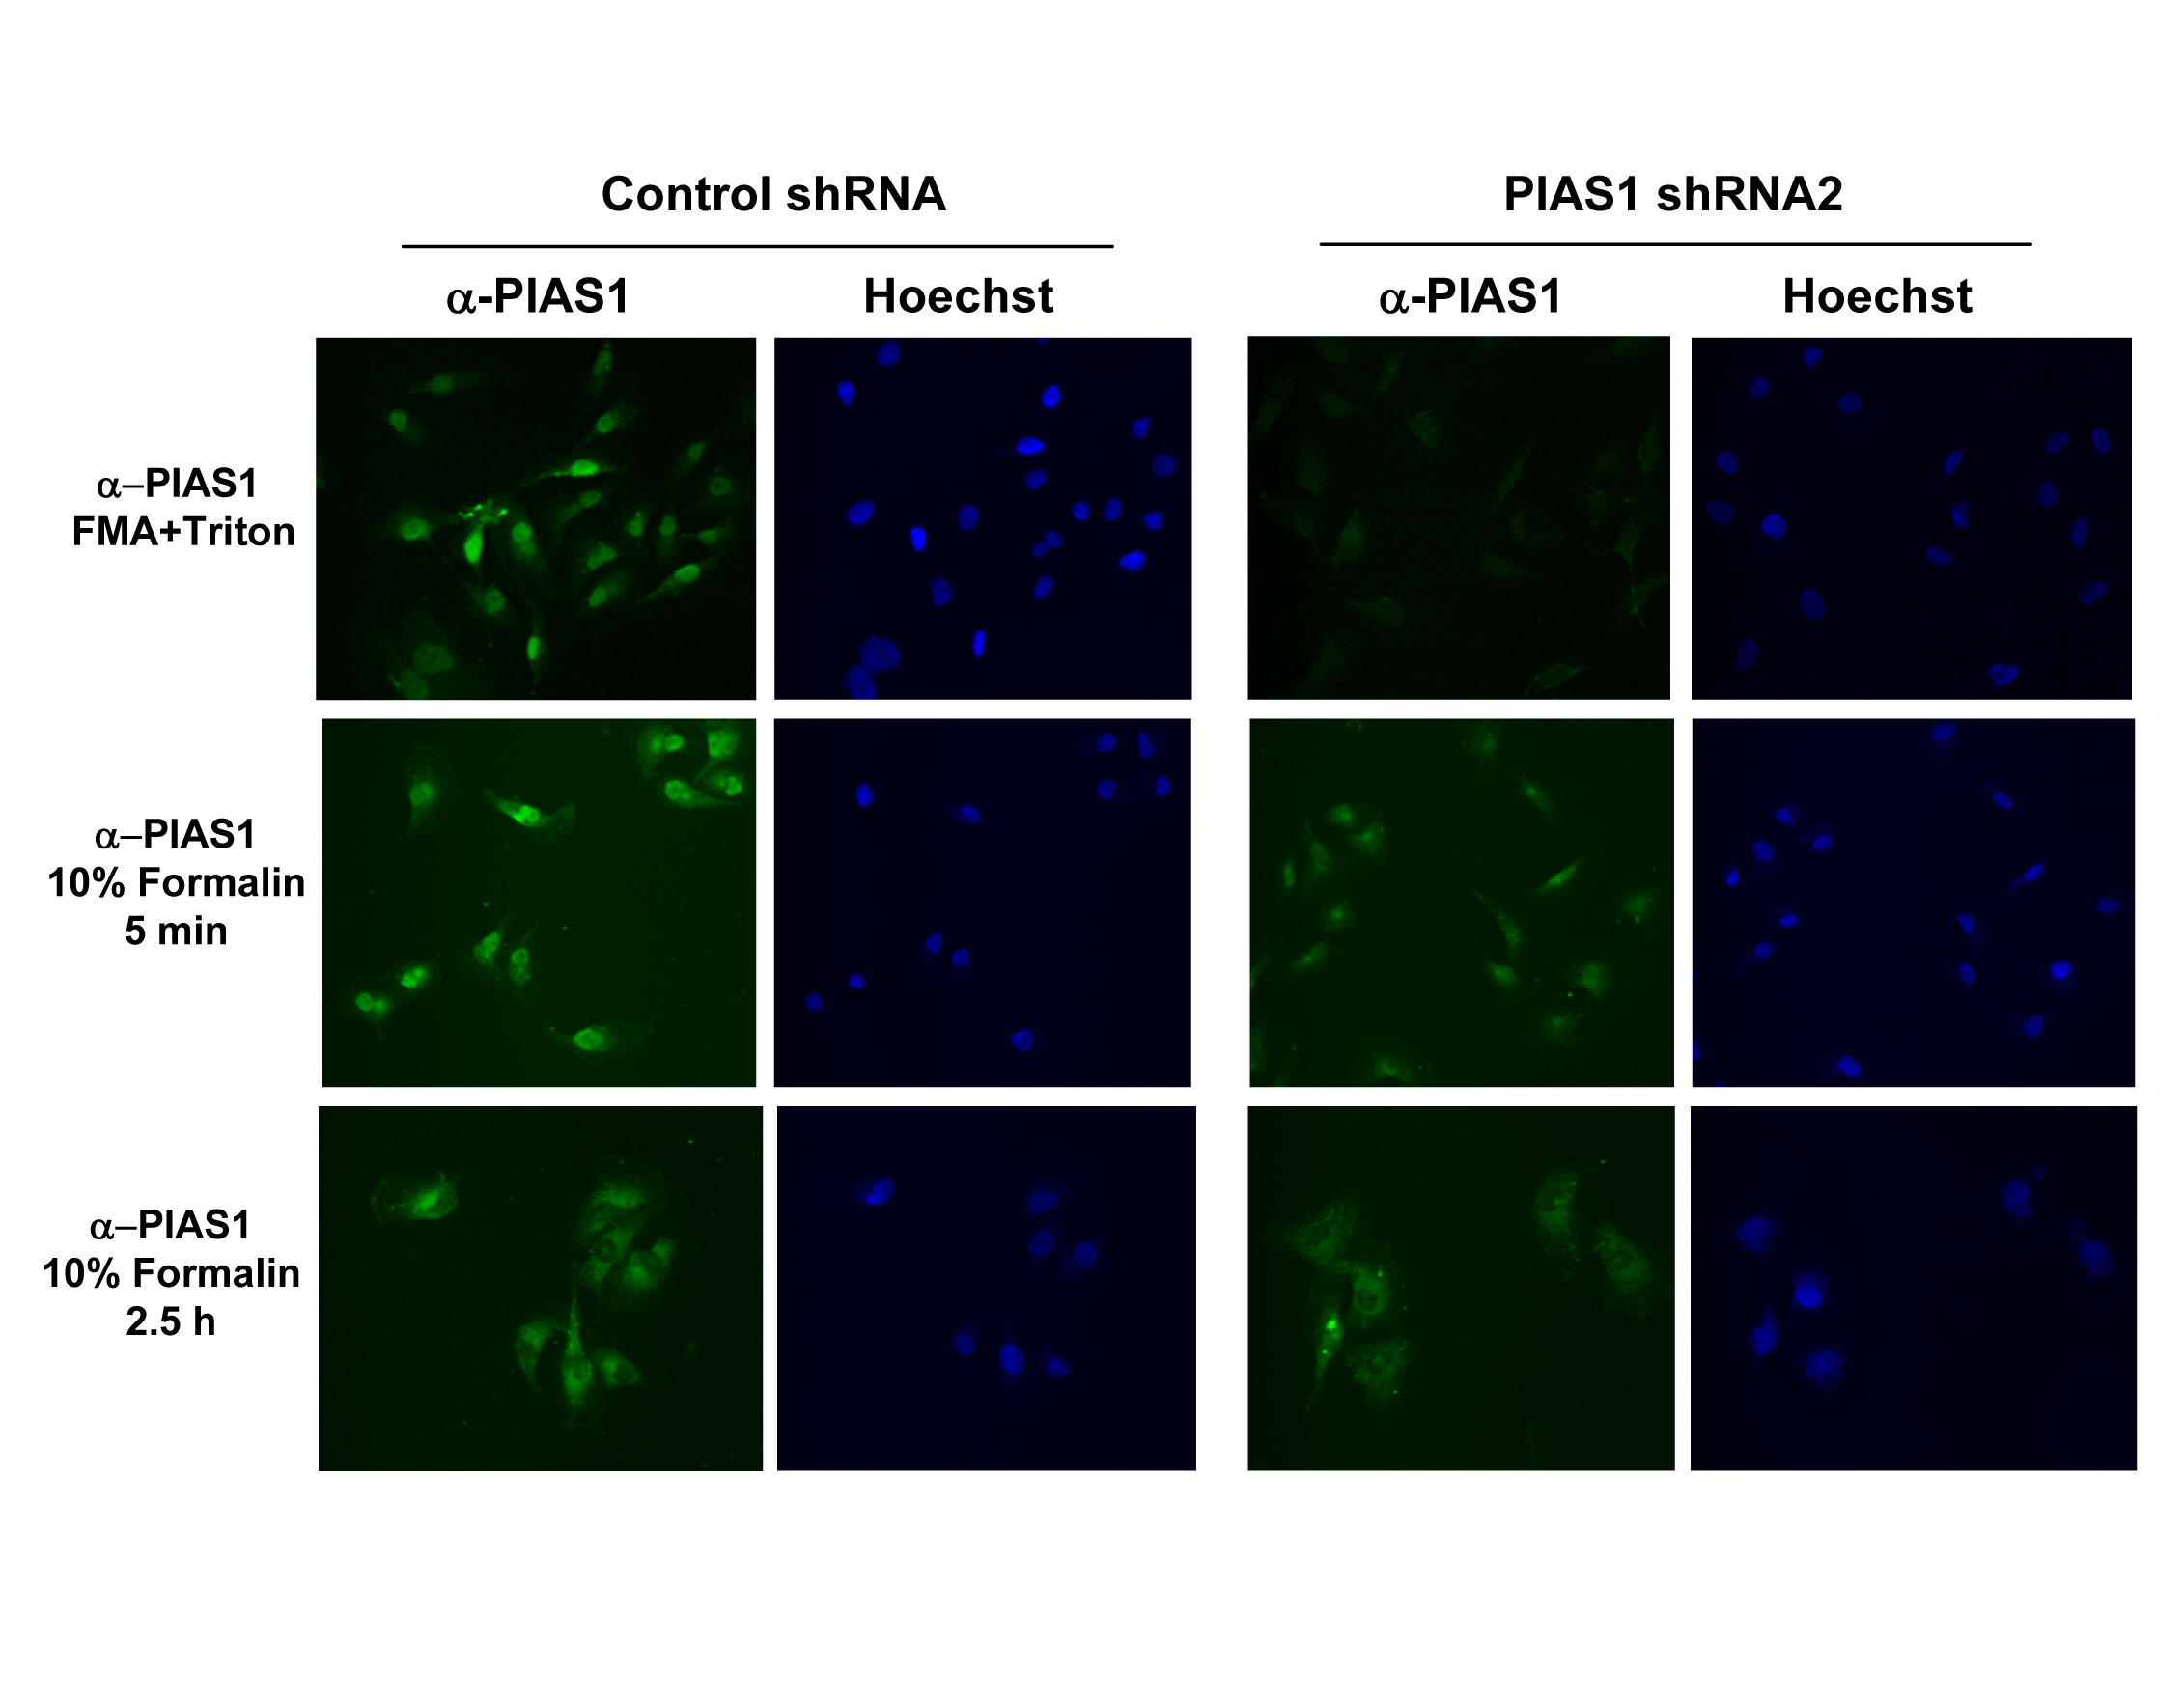
**

**Figure S1. Validation of the polyclonal anti-PIAS1 antibody by immunofluorescence.**

MDA-MB231 cells containing control shRNA or PIAS1 shRNA2 were fixed by 3 different methods as indicated, followed by staining with polyclonal anti-PIAS1. FMA, formaldehyde.

**Table S1. Microarray analysis**

Fold induction is defined as the ratio of the expression levels of a given gene in PIAS1 shRNA2 vs. control shRNA cells. 

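The fold induction in Table S1 is a ratio of 2 array signals, which can be large where the control signal is small. The rows of Table S1 were not used, so the genes counted here may differ from them. From the deposited signals with no floor, 60 genes had a ratio over 10 in SCM, and 75 genes had a ratio of control shRNA over PIAS1 shRNA2 above 10. In DMEM these counts were 120 and 48, and 85 and 75 after quantile normalization of the 4 arrays. Of the 60 genes, 57 had a larger deposited ratio in SCM than in DMEM, and of the 120 picked in DMEM, 117 had a larger one in DMEM. Only 6 genes had a ratio over 10 in both media.

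The brighter SCM signal of 31 of the 60 genes was under the background floor, and that of 53 was under 444, the 95th percentile of the genes of other tissues. The 7 brighter ones include SPANXB1, LDOC1, MMP1, WNT5A and PAEP. With low signals raised to the floor, 2 genes stayed over 10-fold higher in SCM, SPANXB1 and MMP1, and none was over 10-fold lower. Counting a gene by any of its probe sets gave 128 genes higher and 137 lower.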

Genes with greater than 10-fold induction under Stem Cell Media (SCM) condition are shown.

**Table S1.**  **Microarray analysis (continued)**

**Table S2.**  **Primers used for Q-PCR, ChIP and methylation.**

| **Species** | **Gene** | **5' or 3'** | **DNA sequence** |
| --- | --- | --- | --- |
| **Q-PCR primers:** |  |  |  |
| human | *WNT5A* | 5' | CAAGGGCTCCTACGAGAGTG |
|  |  | 3' | GCCAGCATGTCTTCAGGCTA |
|  | *WNT1* | 5' | CTCCTCCACGAACCTGCTTA |
|  |  | 3' | CGGATTTTGGCGTATCAGAC |
|  | *CCND2* | 5' | TCACCAACACAGACGTGGAT |
|  |  | 3' | ACGGTACTGCTGCAGGCTAT |
|  | *CCND1* | 5' | GCCATGAACTACCTGGACCG |
|  |  | 3' | TGATCTGTTTGTTCTCCTCCGC |
|  | *LDOC1* | 5' | GCTGCCAGGCTTACATCTTC |
|  |  | 3' | CCAGGTTGGTCCTGATCTC |
|  | *PAEP* | 5' | ACTATACGGTGGCGAACGAG |
|  |  | 3' | CAGGTACTGGCACATCATGC |
|  | *ESR1* | 5' | CGGCTCCGTAAATGCTACGA |
|  |  | 3' | AACATTCTCCCTCCTCTTCGG |
|  | *ACTB* | 5' | AGGCACCAGGGCGTGATGG |
|  |  | 3' | CATGGCTGGGGTGTTGAAGG |
| **ChIP primers:** |  |  |  |
| human | *WNT5A* | 5' | GGCCACAGTTGAGTAGTGGT |
|  |  | 3' | CAACTGTTCCACGGAGAGG |
|  | *CCND2* | 5' | TGTTCTGGTCCCTTTAATCG |
|  |  | 3' | AACGGATCCTAATCCTCCTG |
|  | *ESR1* | 5' | AAACCACCCATGTCCTATTTTG |
|  |  | 3' | AGGCTGGAAAGTACCCTATGCT |
|  | *CCND1* | 5' | TGGGGACCCTCTCATGTAAC |
|  |  | 3' | TAGAATTTGCCCTGGGACTG |
|  | *Satellite 2* | 5' | CATCGAATGGAAATGAAAGGAGTC |
|  |  | 3' | ACCATTGGATGATTGCAGTCAA |
| **Methylation primers:** |  |  |  |
| human | *WNT5A* | 5' | TGGGGTTGGAAAGTTTTAATTAT |
|  |  | 3' | ACTAAACACCTACCTTCATAAC |
|  | *CCND2* | 5' | TTTTGGAGTGAAATATATTAAAGGG |
|  |  | 3' | CCCCTACATCTAACAAACC |
|  | *ESR1* | 5' | TAATGTTTGGTAATAAAGTTTTTATTGG |

How the deposited data were processed for this re-analysis (not part of the article)

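RNA of MDA-MB231 cells was measured in 4 conditions, control shRNA or PIAS1 shRNA2 in DMEM with 10% FBS or in SCM, on 1 Affymetrix U133A 2.0 array each. The values deposited by the authors are signal intensities on a linear scale, and the submitters' processing notes name MAS5. Its version, its settings and its detection calls are not given in the sources used here. The authors had scaled each array so that the mean without the lowest and highest 2% was 2499 in each. Between 64.2% and 68.0% of the 22277 probe sets lay above the background floor described below.

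Probe sets were named through the platform's gene table, with 19070 listed for exactly 1 gene. The Entrez identifiers of 19058 of these matched the RefSeq gene table of GRCh38.p14, which updated 0 symbols and was otherwise used only for which genes neighbour each other. Probe sets with several genes (1043) or none listed (2164) were left out, and some genes of the lists, with 473 of 540 measured, are therefore not analysed here. Each gene was read from the probe set with the highest mean log2 signal.

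The floor was the 75th percentile of the signals of 78 probe sets of 53 genes of other tissues, taken on each array, and the highest of the 4 values, 186, was used for all arrays. Counts at 10-fold used the deposited signals without a floor, as the legend of Table S1 names none, and all other ratios used the floor unless they are named as deposited, as for PIAS1 on 1 probe set and for the genes the paper names. Ratios have no test, as each condition has 1 array. Gene lists were described by the median log2 ratio, its percentile among 10000 random lists of the same size matched on signal in 20 bins, and the members at least 2-fold higher or lower. A list was taken to stand apart with a percentile under 2.5 or over 97.5 and a median of at least 0.25 in size. The 28 lists, the rule for named genes, the tests and most alternatives were fixed before the data were examined; a list of MHC class II genes was chosen after their values were seen.

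The knockdown effect over both media was fitted with limma 3.58.1 in R 4.3.3 on log2 signals raised to the floor, with shRNA and medium as terms, over 8911 genes above the floor in at least 2 arrays, with Benjamini-Hochberg adjustment. The wording of the design fixed beforehand can be read with or without a trend of the variance on the signal. The reading with a trend was settled before any fit was run, and the fit without it is given as an alternative. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for the rest. The steps were tested on simulated data with 200 genes changed 4-fold at a spread of 0.25 on the log2 scale. For the simulated knockdown over 11963 genes, 99.5% of the changed genes were called at least 2-fold and 34 unchanged genes were too. The limma step, over 9186 genes of that simulation, called 208 genes, 8 of them unchanged. These rates hold for the simulated spread only. With 1 array per condition the spread of the arrays is not known, so these are not error rates for the data.

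The genes named are those the paper names for this experiment with DNMT1, DNMT3A, CBX3 and 1 further gene that is not reported here, the 10 highest and 10 lowest ratios of PIAS1 shRNA2 over control shRNA in SCM, the 5 and 5 in DMEM and the 5 and 5 between media in control shRNA cells, each with the same direction or 0 in the matching comparison, and up to 4 members of a described list. Genes outside this rule, among them KIF23, CCN2, CDH11, IL11, SLIT2, HLA-DPB1, CST7, CST4, CXCL1, TNFAIP2, CXCL8, the 7 genes with opposite ratios in the 2 media and the MHC class II genes of the closing section, were chosen after their values were seen, as was the count of genes whose ratios can be ordered between the media. The alternatives were other floors, common-median scaling, quantile normalization, other ways to join probe sets, and for limma the filter, the medium term and leaving out each array. Measurements of the paper made by Q-PCR, ChIP, Western blot or in tumors were not analysed here.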

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

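The tests of explanations in this part were chosen after the results were seen. Each condition has 1 array, so a difference between the media in the effect of PIAS1 shRNA2 was not tested.

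Signals in genes that the paper does not discuss were seen for SPANXB1, at least 35.7-fold higher with PIAS1 shRNA2 in SCM and 18.7-fold higher in DMEM, and for MMP1, at least 23.3-fold higher in SCM. Whole gene lists stood apart in SCM, with median log2 ratios of 0.54 for NF-kappaB targets, -0.78 for cell cycle genes, 0.52 for cholesterol and fatty acid synthesis and -0.28 for luminal epithelial markers, of which AGR2 alone was at least 2-fold different in SCM, and higher. In 7 genes the ratio of PIAS1 shRNA2 over control shRNA was at least 2-fold in opposite directions in the 2 media. The log2 ratio in SCM minus that in DMEM was 2.93 for CXCL1, 2.85 for C17orf75, 2.80 for SLC37A1, 2.43 for TNFAIP2 and 2.26 for FGD1, and it was at most -2.75 for ASRGL1, with a signal under the floor in each medium, and -2.07 for DYNC2H1. Independent lists of these sizes would hold 3.46 such genes. Both numbers are for the background floor. With the floor at the array median of 605, ASRGL1, DYNC2H1 and SLC37A1 have no difference in DMEM, where both their signals were under it. C17orf75, with 256 and 641 in SCM, then falls under 2-fold there. All signals of CXCL1, TNFAIP2 and FGD1 were above 605.

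Genes over 10-fold higher with PIAS1 shRNA2 in SCM are the basis of Table S1, whose rows were not used here. For 88.3% of the 60 counted here, the brighter of the 2 SCM signals was under the 95th percentile of genes of other tissues. Signals near background would give this. How far it holds for the rows of Table S1 was not examined. Genes over 10-fold lower in SCM numbered 75, against 60 higher. SPANXB1 and MMP1 are not accounted for in this way, since they stayed over 10-fold with the floor, and LDOC1, WNT5A and PAEP were bright in PIAS1 shRNA2 cells; an effect of PIAS1 on these genes stays open.

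NF-kappaB targets were higher with PIAS1 shRNA2 in SCM, while in DMEM 19 of the 24 above the floor were lower, with a list median of -0.23. By the rule of a median of at least 0.25 in size, the list did not stand apart in DMEM. That median counts targets under the floor as 0, and over the 24 above the floor it was -0.41. Array scaling is argued against, since after quantile normalization the list median was 0.52 in SCM and -0.38 in DMEM. An exchange of control and knockdown arrays in 1 medium is argued against by PIAS1 itself, whose higher log2 ratio of the 2 media was -1.43 on its brightest probe set. On its other probe sets the higher ratio was -1.67 and -0.36, both in SCM. The last is weak, but no PIAS1 probe set was higher with PIAS1 shRNA2 in either medium. A chance difference between single cultures cannot be told apart from an effect of PIAS1 that depends on the medium, with 1 array per condition.

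SPANXB1 and LDOC1, higher in both media, are neighbours among the measured genes of the X chromosome. A gain of a large part of the chromosome in the PIAS1 shRNA2 line is argued against by the 10 nearest genes above the floor in both control arrays, whose median log2 ratio in DMEM was -0.0426 with an interquartile range of 0.35. Whether the place of these genes is random cannot be told apart from a regional effect, since 1 of the 2 neighbouring pairs among the 31 genes higher in both media prompted the test and the other is the related cystatin genes CST4 and CST1. A small gain around both genes, a difference between clones and an effect of PIAS1 on this region stay open. SPANXB1 has near-identical family members, and the probe set shared by 4 of them was 38.5-fold higher in SCM, so which member was expressed is uncertain.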

How the results depend on the processing

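The fit without a trend of the variance was added after the data were examined; all other alternatives were set before. The count of genes over 10-fold with no floor was 135 in SCM and 168 in DMEM, counting both directions. It fell to 2 and 1 with the background floor and to 1 and 0 with the floor at the array median, by the construction of a floor, and rose to 265 and 292 with any probe set of a gene, where a gene may count in both directions. The count at 2-fold, 336 in SCM and 211 in DMEM, was 2033 and 2098 with no floor, 158 and 68 with the floor at the 95th percentile of genes of other tissues, 128 and 54 with the floor at the array median, and in DMEM 321 with any probe set. Between the media it was 1960 in control shRNA and 1967 in PIAS1 shRNA2 cells, 3834 and 3756 with no floor, and 1242 and 1266 without probe sets whose names end in _x_at or _s_at. In DMEM the split of higher and lower genes moved from 120 and 48 to 85 and 75 after quantile normalization at 10-fold, and from 135 and 76 to 131 and 115 after it, or 124 and 106 with a common median, at 2-fold. In SCM it moved at 2-fold from 201 and 135 to 1012 and 1021 with no floor. The correlation of 0.25 ranged from 0.19 to 0.31. The limma count of 129 was 140 with no floor and 120 after quantile normalization, and it was 0 with no trend of the variance, the other reading of the design fixed beforehand, 0 with all genes, 0 without the medium term, and 0 to 0 (leave-one-out) with any 1 array left out and no medium term, where 1 shRNA has a lone array that is assumed to vary like the others, so the effect of leaving out an array alone is not shown. In these limma fits 867, 734, 93 and 45 to 121 genes had an unadjusted p under 0.05. The all-genes fit adds genes at the floor in every array, which have no spread; for the others the cause was not tested. Of 29 list medians that stood apart, 29 did so with common-median scaling, 28 with quantile normalization, 28 with no floor, 26 with the mean of all probe sets and 25 with the floor at the array median. Of 479 ratios of named and listed genes, 136 moved by over 1.5 times with the floor at the array median, 62 with the mean of all probe sets, 41 with no floor and 0 with either scaling. No ratio of 2-fold or more among the named and listed genes, and no median of a list that stood apart, changed sign. Signal over background limits what can be said of genes near the floor.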

Differences from the paper's values

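The rows of Table S1 were not used here, and no value of the paper was set beside these arrays. The paper names ESR1 among the genes strongly induced by PIAS1 knockdown. On these arrays the brightest ESR1 probe set had a log2 ratio of -0.99 in SCM and -0.07 in DMEM, and no ESR1 probe set had a deposited ratio over 10 in SCM. The largest deposited ratio of an ESR1 probe set was 6.87 in DMEM, where both signals were under the background floor. Another ESR1 probe set had signals of 39.1 with control shRNA and 218 with PIAS1 shRNA2 in DMEM, at least 1.17-fold higher, with the second above the floor. On the brightest probe set, the log2 ratio in SCM was -0.99 with no floor and -0.22 with the floor at the array median. It was -0.99 with each array scaled to a common median and -1.07 after quantile normalization. The mean of all ESR1 probe sets was -0.14. These values are not separate checks of the direction, since they reread the same probe set or count probe sets under the floor as 0. Probe sets with both SCM signals under the floor had deposited ratios from 0.093 to 1.775, so they went in both directions. Whether the brightest probe set reads ESR1 mRNA was not tested. In the paper's Q-PCR, an assay not analysed here, ESR1 was not detected in control shRNA cells. From that Q-PCR the paper reports induction of the genes it names, ESR1 included, in PIAS1 knockdown cells.

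The paper lists genes over 10-fold in SCM and names CCND2 among the strongly induced. Its brightest probe set had deposited ratios of 3.96 in SCM and 23.1 in DMEM, with both control signals under the floor. With the floor it was at least 2.74-fold higher in SCM and at least 2.45-fold in DMEM, which gives no order of the media. Read from any of its probe sets, an alternative set before the data were examined, CCND2 passes 10-fold in SCM, with 12.8 on another probe set, where both signals were under the floor. WNT5A, PAEP and LDOC1 were higher in SCM, the direction the paper states. Their deposited ratios were over 10, but their control signals were under the floor, and with the floor they were at least 4.06-fold, 4.96-fold and 6.99-fold higher, so a difference over 10-fold is not shown.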

Other observations

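More genes differed between the media than by knockdown. In control shRNA cells, 980 genes were at least 2-fold higher and 980 at least 2-fold lower in SCM than in DMEM, and in PIAS1 shRNA2 cells 1006 and 961. EGR1, an immediate early transcription factor gene, was 45.8-fold higher in SCM in control shRNA cells, the cytokine gene IL1A 41.1-fold and the glycolytic gene ALDOC 32.2-fold, and the oxidase gene NOX5 and the keratin gene KRT15 had log2 ratios of 5.18 and at least 4.63. The replication genes GINS2 and MCM10 had log2 ratios of -4.23 and -4.12, AP1M2 had -4.08, PAK1IP1 -3.67 and LINC00472 at most -3.51. Of 31 cell cycle genes, 28 were at least 2-fold lower in SCM in control shRNA cells, with a median log2 ratio of -1.87, and in PIAS1 shRNA2 cells all 31 were at least 2-fold lower, with a median of -2.61. In control shRNA cells, 11 of 19 genes of hypoxia and glycolysis were at least 2-fold higher in SCM and none was at least 2-fold lower. Their median was 1.40, and ADM and NDRG1 had 3.51 and 3.05. At least 2-fold, 11 of 42 interferon-response genes were higher and 1 was lower, and 9 of 20 matrix and protease genes were higher and 1 was lower. Of 20 DNA methyltransferase and chromatin repressor genes, none was at least 2-fold higher in SCM in control shRNA cells. In these cells 4 were at least 2-fold lower, DNMT1 with -2.21 among them.

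MHC class II genes, a group chosen after their values were seen, were lower with PIAS1 shRNA2 in both media. Of 13 measured genes with the class II transactivator CIITA, 7 were at least 2-fold lower in SCM and 7 in DMEM and none was higher, with median log2 ratios of -1.28 and -1.05. HLA-DRA had -0.98 in SCM and -1.24 in DMEM, HLA-DPB1 -1.38 and -1.21, and CIITA -1.57 and at most -0.67. In SCM these genes were higher than in DMEM in control shRNA cells, with a median of 1.26.

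WNT1 and CCND1, which the paper uses as controls in Q-PCR, were also on the arrays. CCND1 read 1837 with control shRNA and 1887 with PIAS1 shRNA2 in SCM and 11550 and 11524 in DMEM. WNT1 read 99.3 and 9.99 in SCM, both under the floor, and 74.0 and 225 in DMEM. ACTB, used there for normalization, had log2 ratios of -0.01 in SCM and 0.11 in DMEM. DNMT3A was at least 2.17-fold higher with PIAS1 shRNA2 in SCM, with a signal of 404, and under the floor in DMEM. DNMT1 was 1.28-fold higher in SCM and 1.14-fold in DMEM, and CBX3 was 1.01-fold in SCM and 0.90-fold in DMEM. Of 15 markers of breast stem and tumor-initiating cells, 1 was at least 2-fold higher with PIAS1 shRNA2 in SCM, the aldehyde dehydrogenase gene ALDH1A3 with a log2 ratio of 1.12, and none was lower. Many markers of other cell types were under the floor in both arrays of a comparison. Of 13 markers of blood and immune cells 6 were above it in SCM, 3 higher and 3 lower with PIAS1 shRNA2, with a median log2 ratio of -0.12, and 7 in DMEM, with -0.02. Of 14 markers of endothelial cells and fibroblasts 7 were above it in SCM, with a median of 0.22, and 7 in DMEM, with -0.04. Of 8 markers of embryonic kidney 293 cells 4 were above it in SCM, with a median of -0.23, and 2 in DMEM, with -0.57. At least 2-fold in SCM were CD2, with at least 1.06, and WT1, with -1.57.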
